# Genome-Wide Analysis of Targets for Post-Transcriptional Regulation by Rsm Proteins in *Pseudomonas putida*

**DOI:** 10.3389/fmolb.2021.624061

**Published:** 2021-02-22

**Authors:** Óscar Huertas-Rosales, Manuel Romero, Kok-Gan Chan, Kar-Wai Hong, Miguel Cámara, Stephan Heeb, Laura Barrientos-Moreno, María Antonia Molina-Henares, María L. Travieso, María Isabel Ramos-González, Manuel Espinosa-Urgel

**Keywords:** RNA-binding proteins, global regulation, biofilm, rhizosphere, amino acid metabolism, c-di-GMP signaling

## Abstract

Post-transcriptional regulation is an important step in the control of bacterial gene expression in response to environmental and cellular signals. *Pseudomonas putida* KT2440 harbors three known members of the CsrA/RsmA family of post-transcriptional regulators: RsmA, RsmE and RsmI. We have carried out a global analysis to identify RNA sequences bound *in vivo* by each of these proteins. Affinity purification and sequencing of RNA molecules associated with Rsm proteins were used to discover direct binding targets, corresponding to 437 unique RNA molecules, 75 of them being common to the three proteins. Relevant targets include genes encoding proteins involved in signal transduction and regulation, metabolism, transport and secretion, stress responses, and the turnover of the intracellular second messenger c-di-GMP. To our knowledge, this is the first combined global analysis in a bacterium harboring three Rsm homologs. It offers a broad overview of the network of processes subjected to this type of regulation and opens the way to define what are the sequence and structure determinants that define common or differential recognition of specific RNA molecules by these proteins.

## Introduction

By coordinating the expression of a large number of genes, global regulatory networks allow bacteria to adjust their physiology according to environmental stimuli, changes in their lifestyle, or in nutritional status (Ishihama, 2010; Coggan and Wolfgang, 2012; Shis et al., 2018). Transcriptional regulators and sigma factors influencing the expression of different sets of bacterial genes have been widely studied for decades, starting shortly after the postulates of Jacob and Monod on operons, operators and messenger RNA were put forward (Jacob and Monod, 1961). A second instance of protein expression regulation, namely post-transcriptional modulation affecting mRNA stability, structure or translation, mediated by proteins or small non-coding RNAs, has gained increasing attention in the past 2 decades, but is still less well studied (Romeo et al., 2013; Van Assche et al., 2015; Hör et al., 2018). Among the post-transcriptional regulators identified in prokaryotes, the CsrA/RsmA family of proteins seems to be widely conserved in many bacteria and, in some cases, more than one member of this family are present in a single species (Reimmann et al., 2005; Morris et al., 2013; Huertas-Rosales et al., 2016; Ferreiro et al., 2018). These small RNA-binding proteins generally function as negative effectors of translation by binding to the 5′untranslated region of target mRNAs, close to or overlapping with the ribosome binding site (Baker et al., 2007; Yakhnin et al., 2007), or by causing premature transcription termination through alterations of the RNA structure that lead to the exposure of a Rho binding site (Figueroa-Bossi et al., 2014). However, they can also influence mRNA stability in a positive way, for example, by masking RNase E cleavage sites (Yakhnin et al., 2013). CsrA/RsmA proteins can interact with two RNA motifs, with a strong preference for 5′-RUACARGGAUGU-3′ consensus sequences located in the loops of short RNA hairpins (Dubey et al., 2005; Duss et al., 2014). Small non-coding RNAs (sRNA) containing multiple binding motifs play an opposing regulatory role by sequestering the CsrA/RsmA proteins, thus limiting their access to target mRNAs (Romeo, 1998; Kay et al., 2005; Sonnleitner and Haas, 2011; Janssen et al., 2018). In *Pseudomonas*, expression of these regulatory RNAs is controlled by the two-component system GacS/GacA (Brencic et al., 2009), in response to as yet not well-defined signal(s).

CsrA/RsmA proteins play a global role in modulating gene expression (Romeo, 1998; Lawhon et al., 2003; Brencic and Lory, 2009; Romeo et al., 2013; Romero et al., 2018). The functions identified as being under this type of regulation in different bacteria include carbohydrate metabolism and storage (Sabnis et al., 1995; Yang et al., 1996; Pannuri et al., 2016), synthesis of flagellar components (Yakhnin et al., 2007, Yakhnin et al., 2013), the production of secondary metabolites (Sonnleitner and Haas, 2011; Morris et al., 2013), quorum sensing signaling (Lenz et al., 2005), or the expression of virulence factors (Heroven et al., 2012; Sterzenbach et al., 2013; Vakulskas et al., 2015; Ferreiro et al., 2018). Global analyses have been done in bacteria harboring one CsrA/RsmA family protein to identify elements in the signaling and regulatory network associated to them (Lawhon et al., 2003; Sowa et al., 2017) or to othologous elements (Romero et al., 2018).

In the plant-root colonizing, beneficial bacterium *Pseudomonas putida* KT2440, three genes have been identified that encode post-transcriptional regulators belonging to the CsrA/RsmA family. These proteins (RsmA, RsmE and RsmI), have opposing effects on surface motility and biofilm formation; deletion of the three genes abolishes swarming motility and stimulates bacterial attachment and biofilm formation, although the biofilms formed by a triple *rsm* mutant are more labile and easily dispersed than wild type biofilms (Huertas-Rosales et al., 2016). These alterations are associated with changes in the expression of some components of the extracellular matrix of biofilms (Huertas-Rosales et al., 2016) and with increased levels of the intracellular second messenger cyclic diguanylate (c-di-GMP) (Huertas-Rosales et al., 2017). The three proteins were found to bind specific motifs in the leader sequence and translation initiation region of the mRNA of *cfcR* (Huertas-Rosales et al., 2017), which encodes a response regulator with diguanylate cyclase activity (Matilla et al., 2011; Ramos-González et al., 2016). Although the binding affinity was different for each Rsm protein, deletion of any single one of the three genes had no significant influence on expression of *cfcR* (Huertas-Rosales et al., 2017), indicating the existence of some functional redundancy between RsmA, RsmE and RsmI. Based on sequence similarity with related strains, the putative antagonistic sRNAs RsmY and RsmZ could also be identified in KT2440 (Huertas-Rosales et al., 2016). Still, little is known about the binding specificities of these proteins in *P. putida*.

To further understand the importance of these proteins in signal transduction and regulation of global gene expression in *P. putida*, we have used a high-throughput approach to identify RNA sequences bound by Rsm proteins. Our data indicate that a significant number of genes are susceptible of being modulated at the post-transcriptional level by these proteins, and support the existence of a certain degree of functional overlap between the three Rsm homologs. This approach has enabled us to gain new insights into the biological function of these post-transcriptional regulators in *P. putida*, including their role in some metabolic processes and bacterial fitness in the plant root environment.

## Materials and Methods

### Bacterial Strains, Culture Media and Growth Conditions

The bacterial strains, plasmids and oligonucleotides used in this study are listed in Table 1. *Pseudomonas putida* KT2440 is a plasmid-free derivative of *P. putida* mt-2 (Regenhardt et al., 2002). *Pseudomonas putida* strains were grown at 30°C, in rich LB medium (Lennox, 1955), M9 or M8 defined medium (Sambrook and Russell, 2001) supplemented with 1 mM MgSO_4_, 6 mg/L ammonium ferric citrate and trace metals as described previously (Yousef-Coronado et al., 2008). Unless otherwise indicated, glucose (20 mM) or sodium citrate (15 mM) were used as carbon sources. *Escherichia coli* strains were grown at 37°C in LB. When appropriate, antibiotics were added to the medium at the following final concentrations (µg/ml): ampicillin (Ap) 100; kanamycin (Km) 25; streptomycin (Sm) 50 (*E. coli*) or 100 (*P. putida*); (Gm) gentamycin 50; tetracycline (Tc) 10 or 20. Cell growth was followed by measuring optical density at 660 nm (OD_660_).

**TABLE 1:** Bacterial strains, plasmids and oligonucleotides used in this work.

Strains	Genotype/relevant characteristics	References/source
*P. putida*		
KT2440	Wild-type, pWWO-free derivative of *P. putida* mt-2	PRCC^a^
ΔI	Null *rsmI* derivative of KT2440	10
ΔE	Null *rsmE* derivative of KT2440	10
ΔA	Null *rsmA* derivative of KT2440	10
ΔIE	Double null *rsmI, rsmE* derivative of KT2440	10
ΔIA	Double null *rsmI*, *rsmA* derivative of KT2440	10
ΔEA	Double null *rsmE*, *rsmA* derivative of KT2440	10
ΔIEA	Triple null *rsmI*, *rsmE*, *rsmA* derivative of KT2440	10
KT2440-miniTn7-Km	Km^R^, miniTn7Km-tagged derivative of KT2440	This work
KT2440-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of KT2440	This work
ΔA-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmA*	This work
ΔE-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmE*	This work
ΔI-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmI*	This work
ΔEA-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmEA*	This work
ΔIA-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmIA*	This work
ΔIE-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmIE*	This work
ΔIEA-miniTn7-Sm	Sm^R^, miniTn7Sm-tagged derivative of Δ*rsmIEA*	This work
*E. coli*		
AKN63 (pBK-miniTn7-ΩSm1)	Ap^R^, Sm^R^, strain for delivery of miniTn7Sm	42
Pir1 (pUC18R6KT-mini-Tn7Km)	Ap^R^, Km^R^, strain for delivery of miniTn7Km	Addgene
SM10 *λpir* (pUX-BF13)	Ap^R^, RP4 transfer functions and miniTn7 transposase helper	42
DH5α (pRK600)	Cm^R^, helper for conjugation	PRCC
Plasmids		
pME6032-*rsmA*	Tc^R^, derivative of pME6032 for expression of RsmA-His_6_	10
pME6032-*rsmE*	Tc^R^, derivative of pME6032 for expression of RsmE-His_6_	10
pME6032-*rsmI*	Tc^R^, derivative of pME6032 for expression of RsmI-His_6_	10
Oligonucleotides	Sequence (5´→3′)^b^	Use
PT7*rpoS*Fw	TTT​TCT​GCA​G**TAA​TAC​GAC​TCA​CTA​TAG​G**CTC​AAG​CGC​TGC​CAG​GGA	EMSA, *rpoS* amplification
P*rpoS*FTRv	AAA​AAA​AAC​CCC​CCC​CCT​TTA​CTG​AGA​GCC​ATT​G	EMSA, *rpoS* amplification
PT7*rsmY*Fw	TTG​CGG​CCG​CTT​TTT​T**TAA​TAC​GAC​TCA​CTA​TAG​G**GTT​CTA​AGA​TTG​GAT​CCA​CTG	EMSA, *rsmY* amplification
P*rsmY*FTRv	AAA​AGC​GGC​CGC​AAA​AAA​AAC​CCC​CCC​CCG​CCG​AAG​CGG​GGT​TTT​CCA​G	EMSA, *rsmY* amplification

^a^ Pseudomonas Reference Culture Collection (http://artemisa.eez.csic.es/prcc/).

^b^ Restriction sites are underlined, inserted T7 polymerase promoter is indicated in bold and sequences used to hybridize with ATTO700-labelled DNA oligonucleotide are highlighted in gray.

### DNA Techniques

Digestion with restriction enzymes, dephosphorylation, ligation and electrophoresis were carried out using standard methods (Ausubel et al., 1987; Sambrook and Russell, 2001) and following manufacturers’ instructions. Plasmid DNA isolation and recovery of DNA fragments from agarose gels were carried out using QIAGEN miniprep and gel extraction kits, respectively. Competent cells were prepared using calcium chloride, and transformations were performed using standard protocols (Sambrook and Russell, 2001). Electrotransformation of freshly plated *Pseudomonas* cells was performed as previously described (Choi et al., 2006).

### Triparental Conjugations

Transfer of plasmids from *E. coli* to *P. putida* strains was performed by triparental matings using as a helper for RP4 transfer functions *E. coli* (pRK600) or SM10 *λpir* (pUX-BF13), the latter when miniTn7 transposase was required for intergenic site-specific insertion of miniTn7 derivatives near *glmS* (Koch et al., 2001), used to tag the wild type and each *rsm* mutant (Table 1) for rhizosphere assays (see below). For each strain, cells were collected from 0.5 ml of overnight LB cultures via centrifugation, then washed and suspended in 50 µL of fresh LB, and finally spotted on nitrocellulose filters (0.22 µm pore diameter) on LB-agar plates. After overnight incubation at 30°C, cells were scraped off from the mating filter and suspended in 2 ml of M9, and serial dilutions were plated on selective medium (M9 with citrate and the appropriate antibiotics) to select exconjugants and counter-select donor, helper, and recipient strains.

### Purification of Total RNA and RNA from Rsm-RNA Complexes

Previously constructed derivatives of expression vector pME6032 harboring each *rsm* gene (Huertas-Rosales et al., 2016) were used to express His-tagged Rsm proteins in *P. putida* KT2440. Overnight cultures (10 ml) of wild type KT2440 harboring each construct were inoculated in 500 ml of LB medium. Three biological replicates were run in parallel. Cultures were incubated at 30°C under shaking until an OD_660_ of 0.8 was reached. At that point, expression of each His-tagged-Rsm protein was induced by the addition of IPTG to a final concentration of 0.5 mM. Cultures were allowed to grow for six additional hours. Aliquots of 1.5 ml were then harvested by centrifugation, instantly frozen with liquid nitrogen and stored at −80°C for total RNA purification. Cells from the remaining culture volume were also harvested and pellets were stored at −80°C until use. His-tagged Rsm-RNA complexes were isolated using Ni-NTA Fast Start purification kit (Qiagen). Three replicate extractions were done for each culture replica. Elution aliquots were analyzed by SDS-PAGE.

Total RNA and RNA from Rsm-RNA complex was extracted using RNA isolation kit (Macherey-Nagel) following the manufacturer’s instructions. RNA samples were subsequently treated with RNase-free DNase I (Turbo DNA-free kit, Ambion) to remove DNA traces, as specified by the supplier. Total RNA quality was assessed using Agilent RNA 6000 Nano Kit (Agilent Technologies) in the Agilent 2100 Bioanalyzer. RNA concentration was measured using Qubit RNA BR assay kit (Life Technologies). 1 µg of RNA was used for rRNA depletion using Ribo-Zero rRNA Removal Kit (Illumina). One of the biological replicates of RsmA and one of RsmI did not meet the required quality and quantity standards and were not used in further analysis.

### Generation of c-DNA Libraries and Sequencing

The generation of cDNA libraries was carried out using NEBNext Ultra Directional RNA Library Prep kit for Illumina (NEB). Dual Index Primers Set one was used to generate bar-coded multiplex libraries (NEB). Library QC was performed using bioanalyser HS kit (Agilent biotechnologies). cDNA libraries were quantified using qPCR (Kapa Biosystems). Libraries were pooled at the desired concentrations, denatured and loaded for sequencing according to manufacturer’s instructions. Sequencing was performed on the Illumina MiSeq Benchtop Sequencer to generate 2 × 75 bp reads. The number of reads obtained ensured a minimum of 76× coverage of the whole genome for control RNA and a minimum of 60× coverage for Rsm-bound RNA.

### Bioinformatic Analysis

Filtered reads were aligned to reference genome *P. putida* KT2440 (GenBank; RefSeq NC_002947.3) with Bowtie v2 (Langmead et al., 2009). Alignment. sam file was analyzed using MACS v14 to identify and evaluate the significance of reads-enriched regions in the genome, the output being one file containing the peak chromosome coordinates, and one containing the genome coordinates, summit, *p*-value, fold_enrichment and false discovery rate (FDR) of each peak (Zhang et al., 2008). The average number of tags in the control samples after filtering was approximately 2,220,000 (RsmA), 1,420,000 (RsmE), and 1,654,000 (RsmI); the average number of tags in the Rsm-bound samples after filtering was approximately 1,302,000 (RsmA), 550,000 (RsmE), and 1,054,000 (RsmI). Only those peaks present in the three technical replicates were considered. Identity and annotation of the targets above the cut-off values were further validated by individually inspecting the corresponding chromosomal regions in the *Pseudomonas* genome database (www.pseudomonas.com; Winsor et al., 2016).

### EMSA Analysis of *in vitro* RNA-Protein Binding

For purification of Rsm proteins, overnight cultures (10 ml) of *P. putida* KT2440 harboring plasmids pME6032-*rsmA*, pME6032-*rsmE*, and pME6032-*rsmI* (Huertas-Rosales et al., 2016) were used to inoculate 490 ml fresh LB medium supplied with Tc. Cultures were grown at 30°C and 200 rpm until reaching an OD_660_ of 0.8. At this point, IPTG (0.5 mM) was added to induce the expression of the proteins. After 6 h of further growth, cells were harvested by centrifugation and pellets subsequently stored at −80°C. Protein purification was carried out using QIAexpress Ni-NTA Fast Start Kit (Qiagen), following the manufacturers’ instructions.

Electrophoretic mobility shift assays (EMSA) were carried out following a method described previously (Romero et al., 2018). DNA templates corresponding to the target gene sequences were amplified by PCR using primers that incorporated a T7 promoter at the 5′ end and a 17-nt extension at the 3′ end (Table 1). The purified PCR product was used for RNA synthesis *in vitro* using the MAXIscript T7 kit (Life Technologies). The RNA obtained was visualized by hybridization of an ATTO700-labeled DNA primer to the 3′ extension of the RNA. Rsm proteins were incubated with target gene RNA (5 or 10 nM) in 1 × binding buffer [25]. Binding in the absence or presence of unlabeled competitor RNA (100-fold excess) was carried out for 30 min at 30°C. Then Bromophenol Blue was added (0.01%, wt/vol) before electrophoresis on 6% (w/v) non-denaturing polyacrylamide TBE gel at 4°C. Imaging was performed using a 9201 Odyssey Imaging System (LI-COR Biosciences).

**TABLE 2:** Summary of the high throughput data analysis of Rsm targets in *P. putida* KT2440.

Biological replica	total peaks	CI 95^a^ fold enrichment (lower limit)	Cut-off value	CI 95 -10 × log (*P*val) (lower limit)	Cut-off value	peaks above cut-off values	peaks in all biological replicas	unique RNA targets^b^
RsmA1			2.15		130		243	241
RsmA2	595	2.33		135		266		
RsmA3	596	2.33		128		244		
RsmE1	908	4	4	180	170	327	270	261
RsmE2	851	4.22		150		320		
RsmE3	850	4.62		181		402		
RsmI1	557	2.68	2.5	153	145	244	209	206
RsmI2								
RsmI3	596	2.53		137		238		

Shadowed in gray the discarded replicas.

^a^ Confidence intervals of each data distribution, *α* = 0.05.

^b^ After discarding redundancies where the analysis identifies more than one peak in a single RNA molecule.

### Growth with Different Carbon and Nitrogen Sources

BIOLOG plates (Biolog Inc. Hayward, CA, USA) were used for initial assessment of growth of KT2440 and the triple ∆*rsmIEA* mutant with different nitrogen and carbon sources. Cultures grown overnight at 30°C in M9 minimal medium with glucose as carbon source were used for inoculation in the plates at an initial OD_660_ of 0.05. Turbidity was measured at different times over 24 h in a Tecan Sunrise microplate reader. Further experiments were done in 96-well plates using M9 or M8 with the indicated carbon or nitrogen sources, at a final concentration of 5 mM. Growth was followed for 24 h at 3°C with continuous shaking in a Bioscreen apparatus C MBR equipped with a wide band filter (420–580 nm).

### Competitive Root Colonization Assays

Surface sterilization, germination of corn seeds, and bacterial inoculation of the seedlings were performed as described previously (Ramos-González et al., 2013). Briefly, at least six two-days old seedlings were inoculated with a 1:1 mix (∼5 × 10^5^ CFU/strain) of KT2440Tn7-Km, as the wild type, and the wild type or mutant derivatives tagged with miniTn7Sm by triparental conjugation as described above. Inocula sizes were monitored by plating on LB-agar supplied with kanamycin or streptomycin. After 7 days, bacteria were recovered from the rhizosphere or the root tip as specified (Ramos-González et al., 2013) and the number of cells of each strain in the population was estimated by plating on LB-agar supplied with kanamycin or streptomycin. Data are presented as the index of colonization fitness (Ramos-González et al., 2013). SigmaStat software package (Systat software) was used for statistical analysis. The data were compared using Student’s *t*-test for independent samples (*p* < 0.05).

### Data-Availability

Raw and processed data files have been deposited in the Gene Expression Omnibus Database (www.ncbi.nlm.nih.gov/geo/) and are available under accession number GSE154204.

## Results and Discussion

### Identification of RNAs Bound to Rsm Proteins

Affinity purification of RNA-protein complexes followed by sequencing analysis (RAP-Seq), was carried out to identify genes that could potentially be regulated at the post-transcriptional level by RsmA, RsmE or RsmI in *P. putida* KT2440. The methodology was similar to that previously described for genome-wide mapping of targets for RsmN in *Pseudomonas aeruginosa* (Romero et al., 2018) and is summarized in Supplementary Figure S1. Each recombinant His-tagged Rsm protein (RsmA-His_6_, RsmE-His_6_ and RsmI-His_6_, previously described; Huertas-Rosales et al., 2016) was over-expressed in KT2440 as described in Materials and Methods. Proteins were purified by affinity chromatography and their associated target RNAs subsequently isolated. As control for transcription levels, total RNA was isolated from each culture in parallel. Total and Rsm-bound RNA were analyzed for purity, quantified and converted to cDNA for Illumina sequencing. One of the three biological replicates of RsmA and one of RsmI were below optimal quality and quantity and were not used in further analysis. Sequence reads from the cDNA libraries were mapped to the genomic sequence of *P. putida* KT2440 and analyzed to identify the regions corresponding to transcripts that were significantly enriched in the Rsm-bound RNA population with respect to the total RNA controls. 

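RNA bound to His-tagged RsmA, RsmE or RsmI was purified from KT2440 cultures that over-expressed 1 of the proteins. The paper describes total RNA of the same culture as the control. Each culture (500 ml of LB at 30 °C) was induced at an optical density of 0.8 with 0.5 mM IPTG for 6 h. The deposited peak lists cover 7 Rsm-bound libraries. These are replicates 2 and 3 of RsmA, replicates 1, 2 and 3 of RsmE and replicates 1 and 3 of RsmI, each with 1 total RNA library. The list headers give the RsmI total RNA libraries the numbers of their cultures, and the sample labels number them 4 and 5. For RsmI, the match of total RNA to bound RNA thus rests on the list headers. The authors aligned the reads with Bowtie 2 and called peaks with MACS 1.4.2 at a p-value cut-off of 1e-05, kept 1 tag per position and scaled the larger library to the smaller one. For each peak the authors give a count of tags, the fold enrichment (FE, a ratio of bound to total RNA over the local background), the PV (−10 × log10 of the p-value) and an FDR in percent. The bound libraries held 12564698 and 12811423 tags for RsmA, 7007140, 6303406 and 4908407 for RsmE, and 5332308 and 6598002 for RsmI. After removal of duplicates, 1305484 and 1299296 tags were left for RsmA, 634406, 552535 and 461505 for RsmE, and 988135 and 1119625 for RsmI. The total RNA libraries held 4047905 to 11402111 tags, or 1151771 to 2229995 without duplicates. From the totals and the tag size, the genome coverage of the bound libraries was at least 59.6-fold and that of the total RNA libraries at least 48.5-fold. The paper's reported minimum is 60-fold for bound RNA and 76-fold for total RNA. Positions in the RsmA lists are on version 3 of the KT2440 RefSeq sequence, and those in the RsmE and RsmI lists on version 4. The summits of 88 targets named with the same loci in RsmA replicate 2 and RsmE replicate 1 differed by a median of −4 bp (quartiles −27.3 to 14.3 bp). Peaks of different libraries were therefore joined where they overlapped by at least 1 bp, and each position is given on the version of its own list. A target region of a protein is a region with a peak over the paper's cut-offs in every library of that protein. Genes were taken from the authors' target table, and where a protein has no entry for a gene, its peaks were looked up at the position that the gene's entry has for another protein.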

Rsm-enriched RNAs that were not represented in the three technical replicates from each culture were not included in further analysis.

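The RsmE lists were the longest, with 908, 851 and 850 enriched regions in replicates 1, 2 and 3. The RsmA lists held 595 and 596 regions and the RsmI lists 557 and 596. The mean was 869.7 ± 33.2 (SD, n = 3 libraries) for RsmE and 586 ± 19.3 (SD, n = 4) for the RsmA and RsmI libraries together, a ratio of 1.48. Every RsmE list was longer than every other list (exact permutation test, two-sided, p = 0.0571, the smallest p that 3 against 4 libraries allow). RsmE peaks were shorter, with a median length of 528 to 577 bp against 843 to 916 bp for the other two proteins. The regions covered 10.1 to 11.4% of the effective genome size for RsmE and 10.8 to 11.6% for RsmA and RsmI.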

A first noticeable result was that the number of sequences corresponding to RsmE-bound transcripts overrepresented with respect to total RNA was much higher than those associated to RsmA or RsmI (Table 2). Data were grouped in intervals and histograms were built to analyze the distribution of fold-enrichment (FE) values and *p*-value (PV) data–shown as -10×log_10_(*p*-value) for ease of representation–in each case (Figure 1). 

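Replicates of 1 protein called mostly the same regions. Of the RsmA peaks, 91.1 to 91.3% overlapped a peak of the other RsmA library. For RsmE this share was 86.1 to 93.4% over the 6 ordered pairs of libraries, and for RsmI 84.2 to 90.8%. Between proteins the overlap was lower, with 64.9 to 77.8% of RsmA peaks, 50.1 to 55.3% of RsmE peaks and 69.1 to 78.1% of RsmI peaks found in a library of another protein. The RsmE lists were the longest, which by itself limits the share of their peaks that can meet a peak of another protein. Across overlapping regions, which are not independent replicates, the rank correlation (Spearman) of FE was 0.88 to 0.94 within a protein and 0.63 to 0.78 between proteins.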

In all cases, the distribution was similar between biological replicates for each Rsm regulator. 

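The median FE over all peaks was 2.41 and 2.4 in the RsmA libraries and 2.78 and 2.64 in the RsmI libraries. The mean of the medians was thus 1.13 times as high for RsmI, and both RsmI libraries lay above both RsmA libraries. With 2 libraries against 2 there are only 3 distinct splits, so the difference was not tested. The median PV was 167 and 165 for RsmA and 199.8 and 183 for RsmI.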

The distribution of FE values was similar for RsmA and RsmI, with slightly lower values in the former (Table 2). 

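Transcripts were enriched more strongly with RsmE, whose libraries had a median FE of 4.1, 4.34 and 4.76. The mean of these medians was 4.4 ± 0.33 (SD, n = 3 libraries) against 2.56 ± 0.18 (SD, n = 4) for the RsmA and RsmI libraries, a ratio of 1.72. All RsmE medians were above all others (exact permutation test, two-sided, p = 0.0571, which 3 libraries against 4 cannot go below). In 275 regions every one of the 7 libraries had a peak, and in 274 of them FE was higher for RsmE than for RsmA and RsmI, by a median factor of 1.77 (quartiles 1.55 to 2.06). The median PV was 201 ± 19.5 (SD, n = 3) for RsmE and 179 ± 16.1 (SD, n = 4) for the others, a difference that the same exact permutation test, added after the lists were seen, did not separate (p = 0.171). Without duplicates, each RsmE library held fewer tags than any RsmA or RsmI library.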

For RsmE, the distribution was different and the average values higher. These different values between Rsm proteins could reflect differences in expression of each construct. In fact, controls for each protein indicate that higher amount of RsmE than of the other two proteins is recovered after purification (Supplementary Figure S2).

**TABLE 3:** Annotation and functional classification of common targets for the three Rsm proteins in *P. putida* KT2440.

Locus	Gene	Annotation	Notes
Metabolism			
PP_0053		sulfide:quinone oxidoreductase	Sulfur metabolism
PP_0158	*gcdH*	Glutaryl-CoA dehydrogenase	Operon (PP_0159: family III CoA-transferase)
PP_0292	*hisA*	Phosphoribosylformimino-5-aminoimidazole carboxamide ribonucleotide isomerase	Operon *hisBHAF*; histidine synthesis
PP_0626	*ndh*	NADH dehydrogenase	
PP_0711	*ycaC-I*	Putative hydrolase	Isochorismatase family
PP_1032	*guaA*	Glutamine-hydrolyzing GMP synthase	Purine metabolism
PP_1073	*glpD*	Aerobic glycerol-3-phosphate dehydrogenase	
PP_2080	*gdhB*	NAD-specific glutamate dehydrogenase	
PP_2217		Enoyl-CoA hydratase	
PP_2437		Acyl-CoA dehydrogenase	
PP_2640		GNAT family acetyltransferase	
PP_2681	*pqqD-II*	Pyrroloquinoline quinone biosynthesis chaperone	
PP_4571	*cysK*	Cysteine synthase K	Cysteine biosynthesis
PP_5003	*phaA*	poly (3-hydroxyalkanoate) polymerase	Synthesis of carbon/energy reserve polymers
PP_5079	*aroK*	Shikimate kinase	Biosynthesis of aromatic amino acids
PP_5199	*ubiH*	2-Octaprenyl-6-methoxyphenyl hydroxylase	Ubiquinone biosynthesis
Protein synthesis, degradation and modification			
PP_1434	*era*	GTPase Era	Maturation of 16S rRNA and assembly of the 30S ribosomal subunit
PP_1443	*lon-I*	DNA-binding ATP-dependent protease	Might indirectly regulate the levels and activity of sRNAs through stability of hfq
PP_3620	*ycaO*	Ribosomal protein S12 methylthiotransferase accessory factor	Post-translational peptide modification
PP_4559	*def-II*	Peptide deformylase	Processing of nascent peptides
PP_5364	*clsA*	Cardiolipin synthase	
Transport and secretion			
PP_0907		RND family multidrug transporter	Antimicrobial resistance
PP_1015	*gtsA*	Mannose/glucose ABC transporter substrate-binding protein	
PP_2195		Periplasmic putrescine-binding protein	
PP_3089	*hcp1*	Type VI secretion system effector protein	Part of the K1-T6SS
PP_3099	*tssC1*	Type VI secretion system	Part of the K1-T6SS
PP_3108	*tke2*	Type VI secretion system effector protein	Part of the K1-T6SS
PP_4542		ABC transporter ATP-binding protein/permease	
Stress response			
PP_1210	*dps*	DNA-binding stress protein	
PP_3156		Universal stress protein family	
PP_3234		HSP20 family heat shock protein	Putative chaperone
PP_3312		HSP20 family heat shock protein	Putative chaperone
PP_4541	*ppiA*	Peptidyl-prolyl *cis*-trans isomerase A	Protein folding; stress response and biofilm in different bacteria
Signal transduction and regulation			
PP_0173		Transcriptional factor-like protein	Winged helix DNA binding domain
PP_0546		Sigma-54 dependent transcriptional regulator	Putative acetoin metabolism regulator
PP_0563		Two-component system respose regulator - GGDEF domain	c-di-GMP turnover
PP_1492	*wspE*	Two-component system sensor histidine kinase/response regulator (CheA/WspE)	Part of the *wsp* cluster (biofilm formation)
PP_3761	*cfcA*	Two-component system sensor histidine kinase/response regulator	CfcR phosphorylation and activation
PP_3765	*turB*	H-NS family protein (MvaT homolog)	Repressor of gene expression
PP_3832	*rsmE*	Post-transcriptional regulatory protein RsmE	
PP_4099	*uvrY*	Two-componenent system response regulator	Operon with *uvrC* (nucleotide excision repair)
Non-coding RNAs			
PP_mr05	*rsmY*	Non-coding RNA	
PP_mr44		Non-coding RNA	
PP_mr52		Non-coding RNA	
DNA recombination and transposition			
PP_1813		comEA-like protein	DNA binding and recombination domain
PP_1865		Transposase ISPpu8 + intergenic region	
PP_2114		Transposase ISPpu8 + intergenic region	
intergenic		Putative ISPpu8 insertion site	Long palindromic region downstream PP_3547
PP_4318		Transposase ISPpu8 + intergenic region	
Cell envelope and appendages (LPS, EPS, pili)			
PP_0063	(*lpxL*)	Lipid a biosynthesis lauroyl acyltransferase	LPS synthesis
PP_2926	*udg*	UDP-glucose 6-dehydrogenase	may be involved in LPS synthesis
PP_3139		Group 1 family glycosyl transferase	Part of the *pea* operon - EPS synthesis
PP_4795		Lipoprotein	LptE family - LPS assembly
PP_4920		Lipoprotein	PdaC superfamily (polysaccharide deacetylase)
PP_5083	*pilM*	Type IV pili biogenesis protein PilM	Operon 5083-5079 (type IV pili + *aroK*)
Hypothetical/unknown function			
PP_5720		Pseudogene	
PP_0085		Hypothetical protein	YqjD/ElaB family (stress response?)
PP_1499		Hypothetical protein	
PP_1887		Hypothetical protein - YD repeat domain	Repeats may bind carbohydrates
PP_2219		Hypothetical protein	
PP_2345		Hypothetical protein	
PP_2396		Hypothetical protein	Periplasmic protein
PP_3007		Hypothetical protein	
PP_3010		Hypothetical protein	Putative lipoprotein
PP_3130		Hypothetical protein	Glycoside hydrolase family (EPS turnover?)
PP_3580		Hypothetical protein	
PP_3662		Hypothetical protein	Nucleotide 5′-monophosphate nucleosidase YgdH-like superfamily
PP_3901		Hypothetical protein	Predicted phage protein
PP_3909		Hypothetical protein	
PP_3963		Hypothetical protein	Stress-induced protein (KGG repeat) domain
PP_4793		Hypothetical protein	
PP_5099		Hypothetical protein	
PP_5209		Hypothetical protein	FliL-like protein
PP_5232		Hypothetical protein	
PP_5395		Hypothetical protein	Branched-chain polyamine synthase domain

**FIGURE 1:**
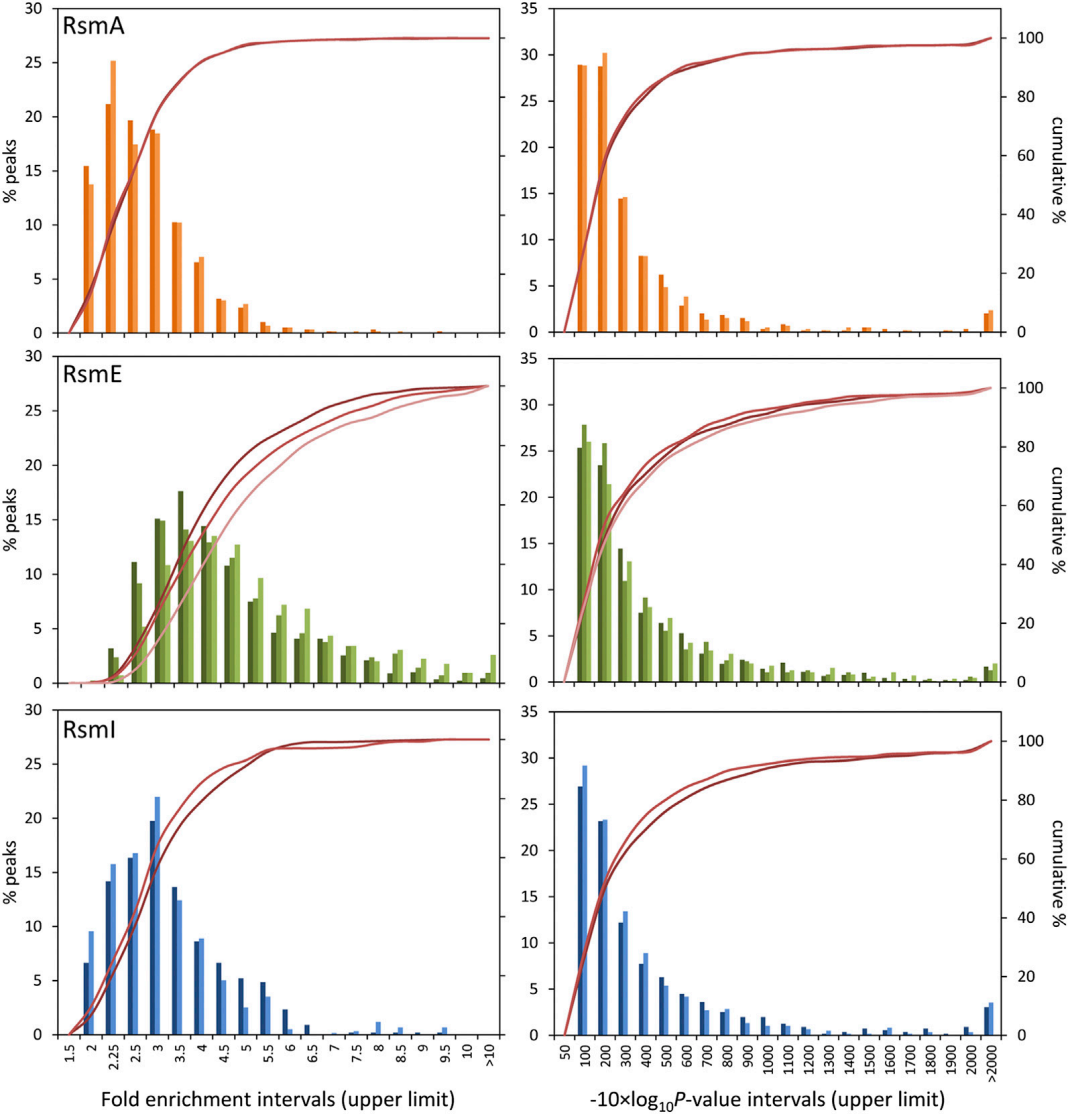
Distribution of fold enrichment **(left)** and −10 × Log_10_(*p*-value) scores **(right)** data of overrepresented RNA sequences associated to each Rsm protein (orange, RsmA; green, RsmE; blue, RsmI) with respect to total RNA. Data were grouped in the value intervals indicated in the *X*-axis, where the number corresponds to the upper limit of each interval. The histograms (primary *Y*-axis) show the frequency of targets in each interval. The crimson lines (secondary *Y*-axis) correspond to the cumulative percent values. The different color intensities in the histograms and lines correspond to the different biological replicates for each protein.

The analysis of distributions and the confidence intervals calculated for each technical replicate were the basis to establish cut-off values for further analysis of Rsm targets (Table 3). 

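The median FE less the 95% confidence half-width of the mean (from the SD over peaks, taken as independent) was 2.34 and 2.33 in the RsmA libraries, 4, 4.22 and 4.62 in the RsmE libraries, and 2.68 and 2.53 in the RsmI libraries. The corresponding lower limit of PV was 135 and 128 for RsmA, 180.2, 149.6 and 181 for RsmE, and 153 and 137 for RsmI. The highest FDR of a peak in each list was between 8.57% and 19.6%, and the median FDR between 1.87% and 4.55%.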

Is should be noted that in this analysis we opted for rather strict parameters in order to take into account sequences strongly overrepresented in the Rsm-bound RNA population with respect to the total RNA controls, and also to minimize the number of potential false positives, at the expense of missing some RNA sequences that are actual targets of these proteins. Thus, the following cut-off values were established: PV > 130, FE ≥ 2.15 for RsmA; PV > 170, FE ≥ 4 for RsmE; PV > 145, FE ≥ 2.5 for RsmI. 

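Over these cut-offs, 273 and 272 peaks were left in the RsmA libraries, 327, 320 and 414 in the RsmE libraries, and 244 and 238 in the RsmI libraries. At the RsmE cut-offs, RsmA would keep 47 and 45 peaks and RsmI 107 and 83.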

Targets for which either value was below the cut-off in one of the replicates were discarded.

Using these parameters, 241, 261, and 206 RNA sequences were identified as targets for RsmA, RsmE and RsmI, respectively (Supplementary Table S1), corresponding to 437 unique transcripts, with 75 targets being shared by all three Rsm proteins and between 36 and 45 shared by two of them (Figure 2A). 

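In the peak lists, 230 regions were over the cut-offs in both RsmA libraries, 271 in all RsmE libraries and 206 in both RsmI libraries. Without cut-offs these numbers were 533, 709 and 489, with the paper's cut-offs and an FDR of at most 1% they were 23, 89 and 74, and at the RsmE cut-offs RsmA had 40 and RsmI 77. Joined by position, they made 423 unique target regions. The proteins shared 81 of them, among these the small RNA rsmY and the mRNAs of rsmE, cfcA, gcbA and the type VI secretion genes hcp1, tssC1 and tke2. This number depends on the rules, with 271 shared regions without cut-offs, 37 where summits must lie within 100 bp, 12 at the RsmE cut-offs for all proteins and 7 with the paper's cut-offs and that FDR limit together. Likewise, the unique regions numbered 894 without cut-offs and 133 with the paper's cut-offs and the FDR limit. Another 34 were shared by RsmA and RsmE only, 39 by RsmA and RsmI and 41 by RsmE and RsmI. Of the 39, 14 hold ribosomal RNA genes, and 25 are left without them. Each pair shared more regions than independent lists drawn from the 1127 regions with a peak in any library. These regions also join peaks below the cut-offs, so the lists become 227, 266 and 203 regions and a pair can share 1 region more. RsmA and RsmE shared 116 regions where 53.6 are expected (odds ratio 5.23, adjusted p = 8.5e-25 by Fisher's exact test, two-sided, Benjamini-Hochberg over 3 pairs). By the same Fisher's exact test, RsmA and RsmI shared 120 against 40.9 expected (odds ratio 11, adjusted p = 1.0e-43), and RsmE and RsmI 123 against 47.9 (odds ratio 8.4, adjusted p = 4.6e-37). Without ribosomal RNA, a comparison added after the lists were seen, RsmA and RsmI shared 106 against 36.2 expected. The odds ratios were then 5.98 for RsmA and RsmE, 9.75 for RsmA and RsmI and 10.2 for RsmE and RsmI. The size of the odds ratios depends on the rules. Over the alternatives they were 2.54 to 9.1 for RsmA and RsmE, 5.76 to 37.7 for RsmA and RsmI and 2.82 to 11.4 for RsmE and RsmI. In 10000 random draws of the lists (permutation test), at most 22 regions fell in all of them (mean 9.68, p = 1e-04, the smallest these draws can give). Regions are not replicates, so these tests compare the lists. The 1127 regions include some without a peak in every library of a protein, which cannot be its targets. The expected numbers are therefore lower than among regions that could be targets. The authors' target table has 245 entries for RsmA, 270 for RsmE and 209 for RsmI, of which 223, 270 and 207 lie in the target regions.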

Interestingly, around 40% of the RsmE and RsmA targets are exclusive for each protein, while only 22% of the RsmI targets are unique for this paralog. It should be noted that the cDNA libraries generated in this study were not strand-specific and therefore, did not allow distinguishing the DNA strand to which the transcript corresponds. Consequently, in some cases where divergently transcribed genes are adjacent in the genome, it is not straightforward to discern which of them is the actual target, although the length of overlap between the enriched sequences and each gene, and the location of the summit (i.e. the position of maximal overlap of the reads corresponding to one region) can indicate the most likely target. Despite this limitation, the above results indicate that at least 12% of the transcripts in *P. putida* KT2440 are bound *in vivo* by Rsm proteins under the conditions tested in this study. 

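Regions that were a target of 1 protein only numbered 74 of 228 for RsmA (32.5%), 111 of 267 for RsmE (41.6%) and 43 of 204 for RsmI (21.1%), with regions merged where they overlap between proteins. Exclusive targets ranked lower in their lists than shared ones, in a comparison added after the lists were seen. FE correlated between proteins and shared targets had to pass the cut-offs of each, so this follows in part from the definition. In the 7 libraries the shared targets had a median FE at the 83.2nd to 89.4th percentile of all peaks. For exclusive targets it was at percentile 54.6 and 54.9 in RsmA, 75.0 to 76.2 in RsmE and 66.9 and 69.7 in RsmI. The non-coding RNA PP_mr57 was an exception among the exclusive RsmA targets, with the highest lowest-library FE of all RsmA targets.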

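Genes on both strands are named in 37 of the 245 RsmA entries of the authors' table (15.1%), 42 of the 270 RsmE entries (15.6%) and 31 of the 209 RsmI entries (14.8%). For example, the RsmA and RsmE targets with rsmY also name PP_0371 on the opposite strand, those with rsmZ name PP_1625 and the target with rsmE names PP_3833 for each protein. More than 1 locus is named in 129 RsmA, 132 RsmE and 95 RsmI entries.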

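The authors' table names 413 distinct loci for RsmA, 435 for RsmE and 334 for RsmI, or 748 in all, of which 710 are loci with a PP number other than RNA genes. RsmA and RsmE have 188 named loci in common, RsmA and RsmI 176, and RsmE and RsmI 192. Neighbouring genes within a peak are each counted, so these numbers exceed those of the target regions. Despite the missing strand, which it names as a limitation, the paper takes its results to point to at least the given share of KT2440 transcripts as bound by Rsm proteins in the cell under these conditions.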

The data provide a broad overview of the regulon and potential functions of these riboregulators.

**FIGURE 2:**
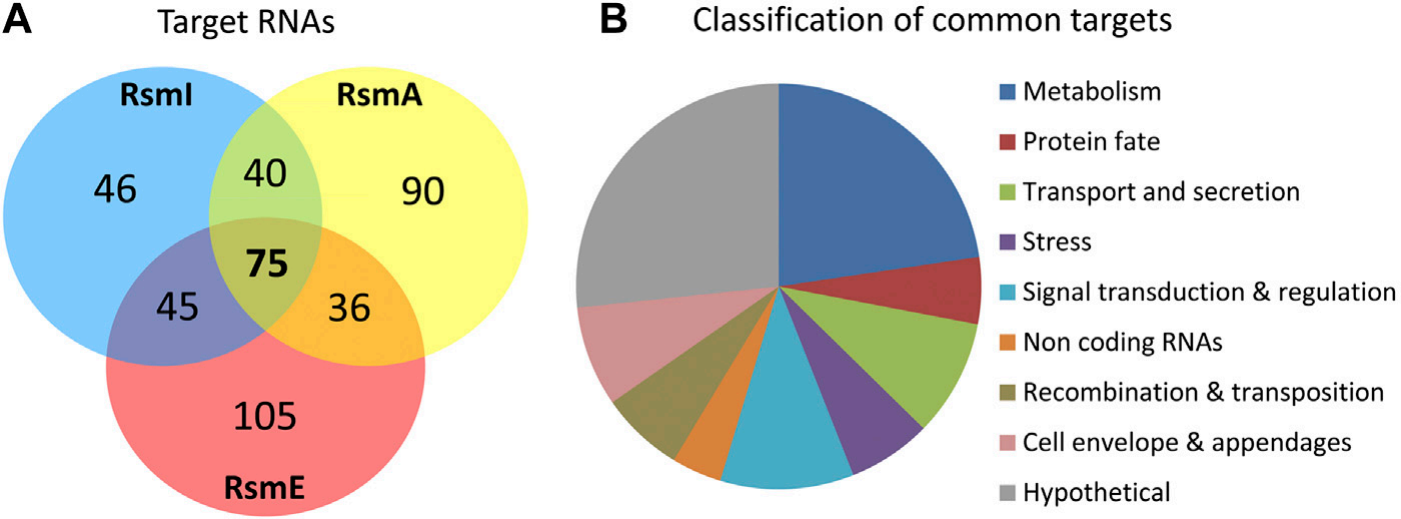
**(A)** Venn diagram summarizing the number of targets identified for the three Rsm proteins in *P. putida* KT2440, according to the selection parameters detailed in the text. **(B)** Graphical representation of the different functional categories encompassing the 75 common targets.

### Analysis of RsmA, RsmE and RsmI Targets

The 75 targets common to the three Rsm proteins are compiled in Table 3, broadly classified according to their functions. 

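Of the 75 loci in Table 3, 72 lie in regions that were over the cut-offs in every library of the 3 proteins. Among the others, gcdH (PP_0158, glutaryl-CoA dehydrogenase) lies in a region of RsmA and RsmE, and both RsmI libraries have a peak named for it over the cut-offs (FE 2.85 and 4.26), but these peaks do not overlap each other. The stress proteins dps (PP_1210) and PP_3156 lie in regions of RsmE and RsmI, and 1 of 2 RsmA libraries had a peak over the cut-offs. Table 3 lists 16 loci under metabolism (21.3%) and 20 under hypothetical or unknown function (26.7%), together 36 (48%). The remaining loci are 8 of signal transduction and regulation, 7 of transport and secretion, 6 of the cell envelope, 5 of protein synthesis, 5 of stress response, 5 of recombination and transposition, and 3 non-coding RNAs. The 20 hypothetical loci had a median FE of 3.15 with RsmA, 7.45 with RsmE and 4.58 with RsmI. The highest values of this group were 5.02 for PP_3007 with RsmA, 9.42 for PP_3963 with RsmE and 5.45 for PP_2396 with RsmI.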

As reflected in Figure 2B, about half of the common targets correspond to two categories: metabolism-related and hypothetical proteins. The fact that functions related to central metabolism and carbon storage are among these common targets is not unexpected, since carbon metabolism was at the origins of the identification of the CsrA/Rsm family of proteins (Sabnis et al., 1995). Other expected elements include RNAs corresponding to Rsm proteins themselves: *rsmE* is a target for the three proteins, and *rsmA* is recognized by RsmE, confirming previous expression data that indicated the existence of self- and cross-regulation of these proteins (Huertas-Rosales et al., 2016). Also expected was the small non-coding RNA *rsmY*, known to bind and titrate Rsm proteins (Sonnleitner and Haas, 2011; Janssen et al., 2018). 

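The rsmE transcript (PP_3832) was enriched with each protein, at an FE of 2.53 ± 0.23 (SD, n = 2) with RsmA, 5.25 ± 1.05 (SD, n = 3) with RsmE and 3.31 ± 0.47 (SD, n = 2) with RsmI. Its peak extended from 4357839 to 4358524 of sequence version 3 in RsmA replicate 2 and from 4357790 to 4358788 of version 4 in RsmE replicate 1. The rsmA transcript (PP_4472) had an FE of 5.48 ± 0.99 (SD, n = 3) with RsmE, in a peak from 5079600 to 5080888 of version 4 (replicate 1) that also covers PP_4473 and a pair of tRNA genes. At this place the RsmA libraries had short peaks with FE 2.74 and 3 and a PV of 52.6 and 60.4, below the cut-off, and the RsmI libraries had none. The rsmI gene (PP_1746) is not named for any protein.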

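The small RNA rsmY (PP_mr05) was the target with the highest FE of RsmE, in a peak from 448800 to 451299 of sequence version 4 (replicate 1) that also covers PP_0370. Its FE was 13.8, 16.5 and 19.1 in the RsmE libraries (16.5 ± 2.67, SD, n = 3). With RsmA it was 9.13 and 7.59, in a narrower peak from 450517 to 451034 of version 3 in replicate 2. With RsmI the authors' peaks had an FE of 9.4 and 4.36. The latter peak, in replicate 3, ends at 450490, and a separate peak of the same library from 450540 to 451191 had an FE of 9.41. Its summit at 450853 lies within 5 bp of those of the RsmE and RsmI replicate 1 peaks (450853 to 450858).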

Binding of *rsmY* to the three Rsm proteins could be confirmed *in vitro* by EMSA analysis (Figure 3), serving as positive control that the high throughput methodology used was successful, although the affinity appears to be different in each case, being RsmI the protein that required higher concentrations for binding to be detected. A second small RNA previously identified in *P. putida*, *rsmZ* (Huertas-Rosales et al., 2016), involved in titration of Rsm proteins in other bacteria (Janssen et al., 2018), is among the targets common to RsmA and RsmE (Table 4, Supplementary Table S1). 

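The second small RNA, rsmZ (PP_mr22), had an FE of 11.6 ± 1.51 (SD, n = 3) with RsmE and of 4.58 ± 0.1 (SD, n = 2) with RsmA. The RsmE peak of replicate 1 extended from 1821872 to 1822671 of sequence version 4. In the RsmI libraries, shorter peaks at this place had an FE of 4.99 and 5.24. Their PV was 149.6 in replicate 1, over the RsmI cut-off, and 117 in replicate 3, below it.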

Other non-coding RNAs could also be identified as bound to one, two or the three Rsm proteins (Table 2). This might suggest a possible ancillary role in titration of Rsm proteins, which led us to analyze them in some detail. 

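Besides rsmY and rsmZ, 8 non-coding RNAs of Table 4 had a peak over the cut-offs in every library of at least 1 protein. PP_mr44 and PP_mr52 were targets of all proteins, with FE 2.87 ± 0.14 and 2.36 ± 0.16 with RsmA (SD, n = 2), 6.49 ± 0.83 and 6.96 ± 0.4 with RsmE (SD, n = 3), and 3.22 ± 0.23 and 4.72 ± 0.52 with RsmI (SD, n = 2). PP_mr57 was a target of RsmA only, at an FE of 8.19 ± 0.33 (SD, n = 2) in a peak from 5437583 to 5437900 of sequence version 3, with no called peak in the RsmE and RsmI libraries. PP_mr55 was a target of RsmE only, at 5.2 ± 1.19 (SD, n = 3) from 5372715 to 5373297 of version 4, with no called peak in the RsmA and RsmI libraries. PP_mr15 was a target of RsmA (3.83 ± 0.07, n = 2) and RsmE (5.37 ± 0.99, n = 3), and its RsmI peaks were below the PV cut-off. PP_mr53 was over the cut-offs with RsmA (3.98 and 3.87) and RsmI (3.75 and 3.3), and in 1 of 3 RsmE libraries (5.48). PP_mr49 was over them with RsmA (2.97 and 3.02) and also in both RsmI libraries (3.21 and 2.8), and below them in 2 RsmE libraries, with no peak in the third. PP_mr59 was over the cut-offs with RsmA (2.31 and 2.52) and below them in every RsmE and RsmI library.

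**Figure D1:**
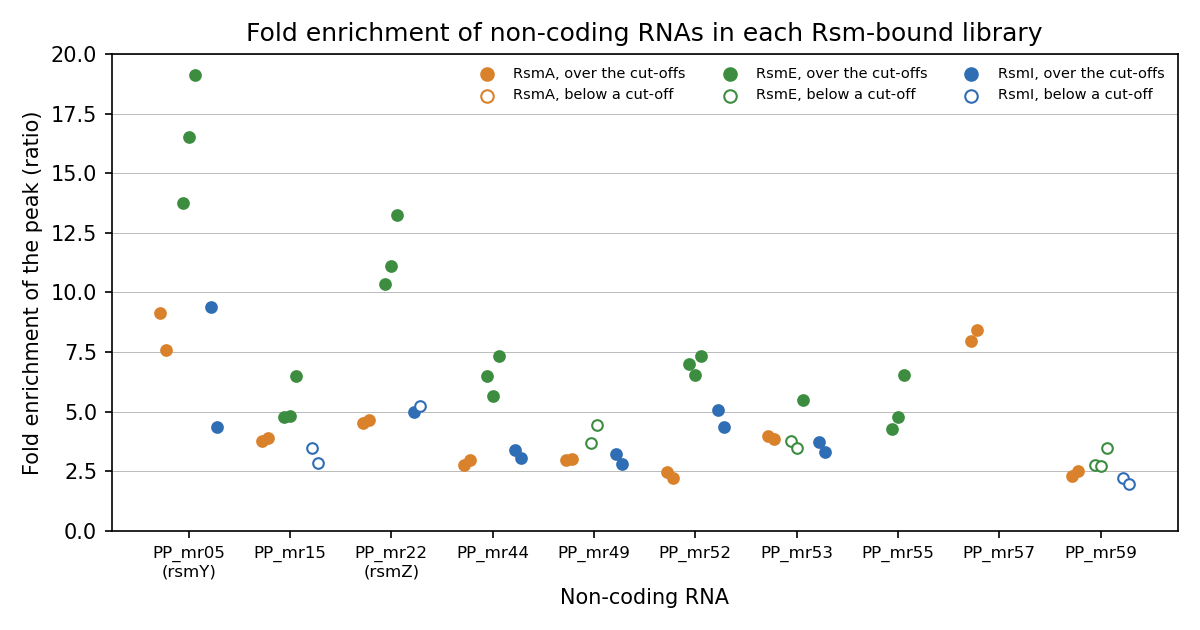
Fold enrichment (a ratio, linear axis) of the peak at each non-coding RNA of Table 4 in the 7 Rsm-bound libraries, with 1 point per library, filled where the peak was over both cut-offs of its protein and open where it was below one. The RsmE points of rsmY lie between 13.8 and 19.1, and PP_mr57 has points for RsmA only.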

Secondary structure predictions indicate that GGA motifs in short stem-loop structure, typical targets for CsrA/RsmA recognition (Dubey et al., 2005; Duss et al., 2014), are present in at least some of these RNA molecules, namely PP_mr15, PP_mr49 and PP_mr55 (Supplementary Figure S3). However, while *rsmY* and *rsmZ* show several of these motifs, only one per molecule was present in the other three. Also, conserved GacA binding sites, involved in transcriptional regulation of Rsm-titrating RNAs in other *Pseudomonas* species (Brencic et al., 2009) could be identified in the regions upstream *rsmY* and *rsmZ*, being only partially conserved in PP_mr55 (Supplementary Figure S4), and absent in the remaining RNAs (not shown). All these data suggest that *rsmY* and *rsmZ* are the main, if not the only, true antagonists of Rsm proteins in *P. putida*. The remaining non-coding RNAs that are targets of these proteins may regulate further downstream elements in the Gac/Rsm cascade.

**TABLE 4:** Non-coding RNAs identified as targets for each Rsm protein.

		Fold-enrichment^a^		
Locus^b^	Length (bp)	RsmA	RsmE	RsmI
PP_mr05 (*rsmY*)	127	8.36	16.46	6.88
PP_mr15	209	3.83	5.37	(3.49)
PP_mr22 (*rsmZ*)	134	4.58	11.58	(5.11)
PP_mr44	385	2.87	6.49	3.22
PP_mr49	97	3	—	(3)
PP_mr52	149	2.36	6.96	4.72
PP_mr53	395	3.93	(3.76)	3.53
PP_mr55	82	—	5.20	—
PP_mr57	254	8.17	—	—
PP_mr59	97	2.42	(2.96)	(2.1)

^a^Values in parentheses indicate targets below the *p*-value and/or fold-enrichment cutoffs. Minus sign indicates the target is not present in one or more of the enriched RNA replicas.

^b^ Annotated according to 54.

**FIGURE 3:**
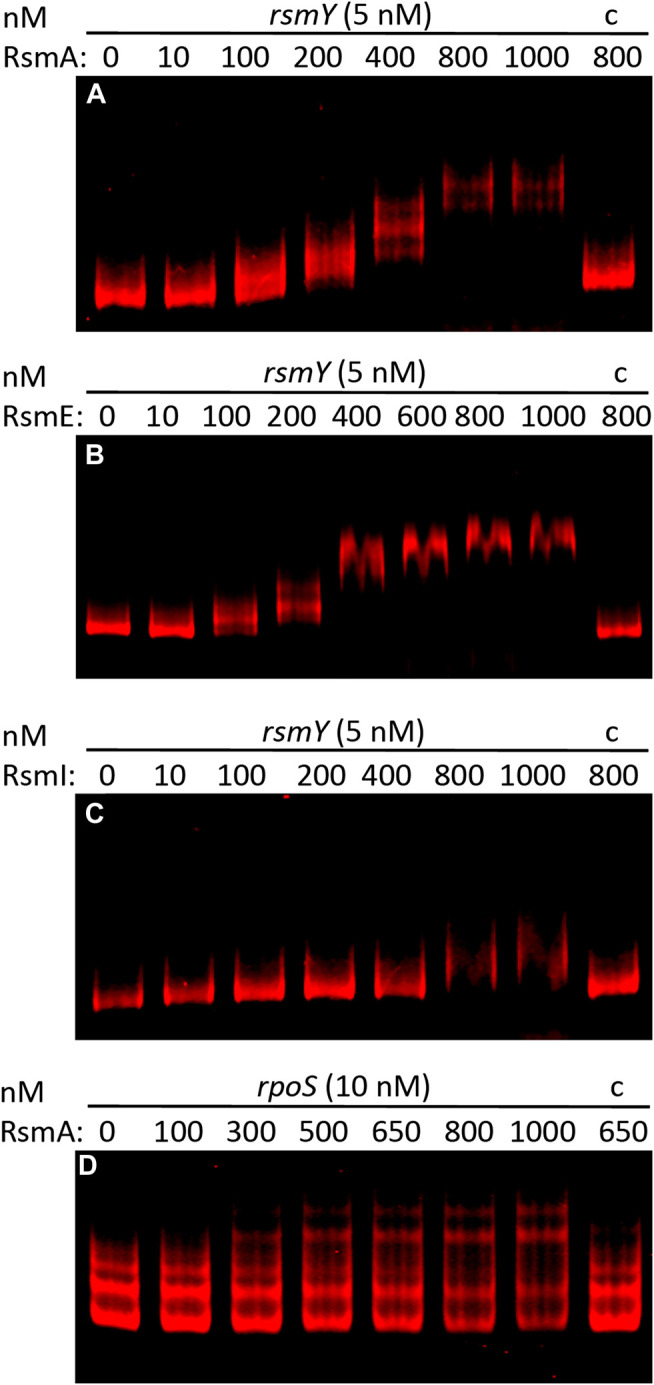
Binding of RsmA-His_6_ **(A)**, RsmE-His_6_ **(B)** and RsmI-His_6_ **(C)** to full-length *rsmY* RNA transcribed *in vitro*, and of RsmA-His_6_ to a synthetic RNA fragment comprising the untranslated upstream region of *rpoS* **(D)**. EMSAs were carried out using fluorescently labeled RNA (5 or 10 nM) and incubated in the absence or presence of increasing concentrations of purified Rsm proteins, as indicate above each lane, or in the presence of 100-fold excess of unlabelled RNA competitor and the indicated concentration of protein **(C)**.

Additionally, several intergenic sequences were found among the targets for the three proteins. These correspond to regions adjacent to the different copies of the *IS*Ppu8 transposase in the genome of *P. putida* KT2440 or are potential insertion sites (or remnants of previous insertions) of this transposase, based on their sequence identity with *IS*Ppu8 flanking regions. 

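Of the ISPpu8 sites, PP_3547, PP_1865 and the intergenic region after PP_1865 were among the 10 targets of RsmE and of RsmI with the highest FE in the lowest library, and PP_3547 was among those of RsmA. The intergenic region between PP_1865 and PP_1866 had an FE of 12.8 ± 0.8 (SD, n = 3) with RsmE, 4.77 and 4.91 with RsmA and 7.63 and 7.07 with RsmI. Its peak lies from 2087627 to 2088157 of sequence version 4 in RsmE replicate 1. The region at PP_3547, proposed by the paper as an insertion site, reached 13.3 ± 0.66 (SD, n = 3) with RsmE, 6.53 and 5.54 with RsmA and 8.99 and 8.39 with RsmI. For the transposase loci, the highest peak had an FE with RsmE of 9.7 ± 0.31 at PP_1865, 8.3 ± 1.18 at PP_2114 and 9.87 ± 1.1 at PP_4318 (SD, n = 3). With RsmA these were 4.89 ± 0.18, 4.19 ± 0.25 and 4.46 ± 0.65, and with RsmI 6.01 ± 0.53, 4.46 ± 0.3 and 5.54 ± 0.4 (SD, n = 2). At PP_1865 and PP_4318 the highest peaks of different libraries lie at different positions. How reads were placed among the copies was not tested.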

Whether Rsm proteins influence the activity of this mobile genetic element in KT2440 is an interesting issue that deserves further study.

As mentioned above, a significant number of targets seem to be exclusive for one of the three proteins. 

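Most targets exclusive to RsmA, RsmE or RsmI had a called peak of another protein at the same place. Of 228 exclusive regions, 146 (64%) overlapped a peak in every library of at least 1 other protein, and 28 more a peak in some libraries only. No peak of another protein was found at 54 (23.7%). These were 12 of the 74 RsmA regions, 34 of the 111 RsmE regions and 8 of the 43 RsmI regions. In 1000 random shifts of the exclusive regions along the genome, a comparison added after the lists were seen, the share with a peak in every library of another protein had a median of 24.1% and was at most 33.8%. The shifts also reached stretches without any called peak and do not correct for transcript abundance. They thus cannot show that the overlap comes from shared binding.

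**Figure D2:**
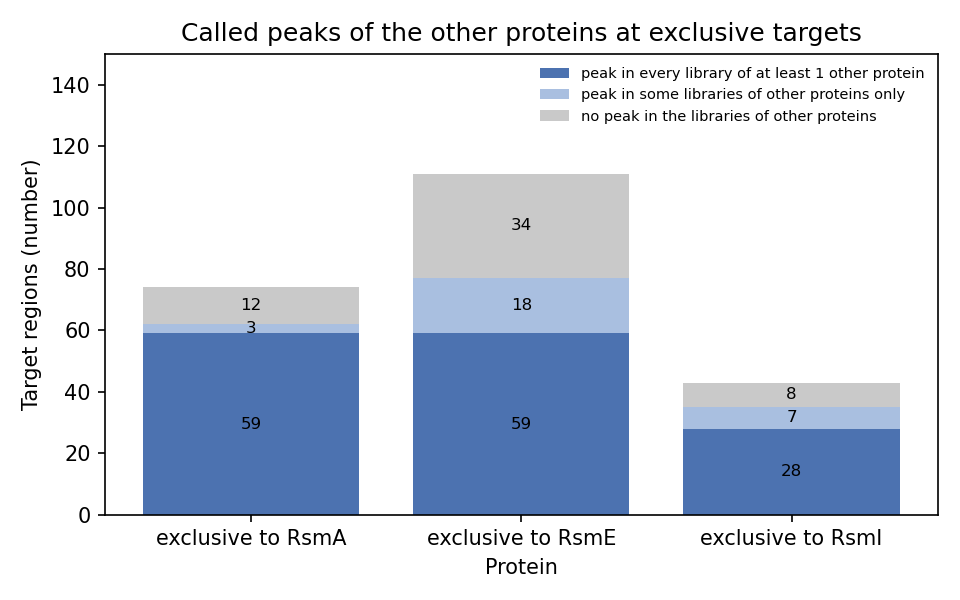
Number of target regions exclusive to each protein, divided by whether the libraries of the other proteins have a called peak at the same place. A peak in every library of at least 1 other protein was found at 59 of the RsmA, 59 of the RsmE and 28 of the RsmI regions.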

A few of these correspond to enriched peaks that were below the established cut-off parameters in some samples, and therefore could represent common targets showing different affinities for each protein, with a strong preference for one of them. Such is the case, for example, of PP_0013 (*gyrB*), which is among the above-cut-off targets for RsmA but slightly below the FE and/or *p*-value cut-off for the other two proteins. 

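The gyrB peak (PP_0013, DNA gyrase subunit B) lay from 14181 to 15830 of sequence version 3 in RsmA replicate 2, with an FE of 2.58 and 2.95 in the RsmA libraries. At this place the RsmE libraries had an FE of 3.98, 4.05 and 4.85, so that only replicate 1 was below the cut-off. The RsmI libraries had 2.24 and 2.43, both below the FE cut-off, with a PV of 187 and 165 above the PV cut-off.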

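The relA transcript (PP_1656, ppGpp synthetase) is named for RsmA only, together with PP_1655. Within the span of its RsmA peaks, the RsmE libraries had short peaks with an FE of 2.82, 3.75 and 3.84 between 1850605 and 1851161 of sequence version 4. Their PV was 81.9 to 148, below the cut-off. The RsmI libraries had peaks with an FE of 3.39 and 3.22 between 1852698 and 1853297, with a PV of 90.1 and 130, also below the cut-off. Which of the neighbouring genes these shorter peaks lie in cannot be read from the lists. The RsmE peaks of the lapA transcript (PP_0168, a surface adhesin) are named together with PP_5431. At their position, RsmI replicate 1 had a peak from 217069 to 220646 of version 4, over the RsmI cut-offs. Its FE was 2.78 and its PV 433. RsmI replicate 3 and both RsmA libraries had none in this stretch, and the rest of lapA could not be looked up. The wbpV transcript (PP_1803) had an FE of 4.38 and 3.85 with RsmI, in a peak from 2026484 to 2026992 of version 4 in replicate 1. No RsmA or RsmE library had a peak there.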

Other targets are only enriched in association with one of the Rsm proteins and are not present in the RNA population associated to either of the other two, indicating they are truly specific for that Rsm homolog, e.g. PP_1656 (*relA*) for RsmA, PP_0168 (*lapA*) for RsmE, or PP_1803 (*wpbV*) for RsmI. Identifying the molecular basis for such specificity will require detailed bioinformatics analysis combined with *in vitro* and *in vivo* assays.

Supplementary Figure S5 provides data corresponding to β-galactosidase activity of several translational fusions of identified targets to *lacZ* in the wild type KT2440 and a triple *rsmArsmErsmI* deletion mutant, ΔIEA (Huertas-Rosales et al., 2016). In most cases, expression was enhanced in the mutant, indicating that the observed binding to their RNA targets leads to translation repression by these proteins; these results are consistent with previous observations on their influence upon biofilm-related elements (see below). However, the inverse was true for two of the tested fusions, those corresponding to PP_1088 (*argG*, involved in arginine synthesis; Ramos-González et al., 2016) and PP_4482 (part of the gene cluster encoding the main arginine transporter and its regulator; Barrientos-Moreno et al., 2020). In these cases, expression was approximately halved in the mutant with respect to the wild type.

### c-Di-GMP Signaling and Biofilm-Related Targets

As indicated in the Introduction, the three Rsm proteins have been shown to bind a specific site in the mRNA corresponding to the response regulator with diguanylate cyclase activity CfcR, and a triple *rsm* mutant in KT2440 shows increased levels of c-di-GMP and altered biofilm dynamics (Huertas-Rosales et al., 2016; Huertas-Rosales et al., 2017). Intriguingly, *cfcR* mRNA was not among the common targets listed in Table 3, being only found as target for RsmE and RsmI. 

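The cfcR transcript (PP_4959) had an FE of 6.31, 6.45 and 8.29 in the RsmE libraries (7.02 ± 1.1, SD, n = 3). In the RsmI libraries it was 3.58 and 3.1 (3.34 ± 0.34, SD, n = 2). The RsmE peak of replicate 1 lies from 5650689 to 5651253 of sequence version 4, and the wider RsmI peak of replicate 1 from 5650120 to 5651262.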

The *cfcR* transcript is actually among the RsmA-bound RNA sequences overrepresented with respect to the control RNA, but the FE values (1.82 and 1.88 in each replicate, respectively) are below the established cut-off. This could indicate that binding of RsmA to the mRNA of *cfcR in vivo* is hampered by competition with the other two Rsm proteins, a possibility that has been previously suggested, based on *in vivo* expression data of *cfcR* compared to the high affinity observed for the RsmA/*cfcR* mRNA interaction *in vitro* (Huertas-Rosales et al., 2017).

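In the RsmA libraries a broad peak covered cfcR, from 5648983 to 5651244 of sequence version 3 in replicate 2 and from 5648893 to 5651233 in replicate 3. Its FE was 1.88 in replicate 2 and 1.82 in replicate 3, with a PV of 93.5 and 141.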

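The gcbA transcript (PP_0563) was enriched 4.42 ± 0.21 times with RsmA (SD, n = 2), 5.58 ± 0.89 times with RsmE (SD, n = 3) and 3.28 ± 0.21 times with RsmI (SD, n = 2). PP_0386 had an FE of 6.03 ± 0.58 (SD, n = 3) with RsmE, from 470467 to 470964 of sequence version 4 in replicate 1, and no peak in the RsmA and RsmI libraries. The bifA transcript (PP_0914) had 5.07 ± 0.77 (SD, n = 3) with RsmE, while RsmA peaks at this place, with an FE of 2.41 and 2.38, were below the PV cut-off (101 and 103). PP_2505 had 6.35 ± 0.33 (SD, n = 3) with RsmE. One RsmA library (FE 1.99) and one RsmI library (FE 2.72) had a peak there below the cut-offs.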

Besides *cfcR*, transcripts from four other genes encoding proteins predicted to participate in c-di-GMP turnover and signaling were identified in this analysis, one of them (encoded by locus PP_0563) as target of the three proteins, and the rest (PP_0386, PP_0914, PP_2505), as targets of RsmE. Of these, the proteins encoded by PP_0563 and PP_2505 present GGDEF domains, characteristic of diguanylate cyclases. The first corresponds to GcbA, a diguanylate cyclase conserved in *Pseudomonas*, which has been reported to influence initial attachment and swimming motility (Petrova et al., 2014; Xiao et al., 2016). PP_0914 corresponds to the EAL domain-containing phosphodiesterase BifA, described to regulate biofilm development in *P. putida* (Jiménez-Fernández et al., 2015), and PP_0386 encodes a protein containing both GGDEF and EAL domains. Other relevant biofilm-related transcripts bound by RsmE included: *lapA*, encoding the main adhesin of *P. putida*, essential for initial attachment and biofilm formation (Hinsa et al., 2003; Martínez-Gil et al., 2010); the first gene in the cellulose synthesis operon; and genes in the operon encoding the species-specific EPS Pea (Nilsson et al., 2011), which is also a target for RsmA. 

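The lapA peak, named together with PP_5431, had an FE of 4.04, 4.54 and 5.2 in the RsmE libraries. It lies from 219026 to 220648 of sequence version 4 in replicate 1. PP_2629, taken as the first gene of the cellulose synthesis operon, had an FE of 4.66 ± 0.7 (SD, n = 3) with RsmE, and it was the only named locus of the 10 in that operon. Peaks of both RsmI libraries (2.9 and 2.45) and of 1 RsmA library (3.22) at this place were below the PV cut-off. In the Pea operon, 6 of 11 loci are named for RsmA, 3 for RsmE and 1 for RsmI. Those of RsmA lie in a peak of PP_3133 to PP_3136 and a peak of PP_3138 and PP_3139. Those of RsmE lie in a peak of PP_3133 and PP_3134 and a peak of PP_3139. The number of loci thus depends on the width of the peaks. PP_3139, a glycosyl transferase of the operon, had an FE of 8.15 ± 0.88 (SD, n = 3) with RsmE, 2.42 and 2.37 with RsmA and 4.12 and 3.37 with RsmI. The peak at PP_3133 had an FE of 5.41 ± 0.39 (SD, n = 3) with RsmE and 2.12 and 2.21 with RsmA, of which 2.12 is below the RsmA cut-off. Peaks of the RsmI libraries at this place had an FE of 2.47 and 3.09, with 1 of 2 libraries over the cut-offs.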

Neither *lapF*, encoding the second relevant adhesin present in KT2440 (Martínez-Gil et al., 2010), nor the other two EPS operons described in this strain (Nilsson et al., 2011) were identified in this analysis.

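Neither lapF (PP_0806) nor any of the 8 loci of the Peb operon or the 12 of the alginate operon is named for RsmA, RsmE or RsmI in the authors' table. Of 6 genes for the Lap adhesins and their handling, lapA alone is named. The peak lists name no genes, and peaks below the cut-offs at these loci could not be looked up.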

Since altered expression of translational fusions corresponding to some of the genes indicated aboved has been previously observed in a triple *rsmAEI* mutant (Huertas-Rosales et al., 2016), it is likely that the observed expression changes are due to an indirect effect of Rsm proteins through other regulators. One such regulator is the stationary phase sigma factor RpoS, which controls expression of *lapF* (Martínez-Gil et al., 2010). 

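The rpoS transcript (PP_1623), named together with PP_1622, had an FE of 2.24 and 2.16 in the RsmA libraries, with a PV of 737 and 716. Its peak lies from 1818338 to 1819856 of sequence version 3 in replicate 2. At the same place the RsmE libraries had an FE of 3.3, 2.87 and 4.46, of which only the value of replicate 3 was over the RsmE cut-off. The RsmI libraries had 2.01 and 1.84, below the cut-off.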

RpoS was found to be negatively regulated by RsmA In *P. protegens* CHA0 (Heeb et al., 2005), and the mRNA corresponding to *rpoS* (PP_1623) is among the targets for RsmA in KT2440 (Supplementary Table S1). Moreover, binding of RsmA to an *in vitro* transcribed RNA fragment containing the ribosome binding site and start codon of *rpoS* was confirmed via EMSA (Figure 3). Given that expression of *cfcR* is also regulated by RpoS (Matilla et al., 2011), these results support the previously proposed model whereby Rsm proteins exert a dual control, direct and indirect, on *cfcR* (Huertas-Rosales et al., 2017). Remarkably, the gene *cfcA*, encoding a sensor histidine kinase essential for activation of CfcR (Ramos-González et al., 2016), is among the targets for the three proteins, indicating that c-di-GMP signaling through CfcR is tightly regulated by the Gac/Rsm network. 

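The cfcA transcript (PP_3761) had an FE of 3.04 ± 0.06 (SD, n = 2) with RsmA, 6.27 ± 0.48 (SD, n = 3) with RsmE and 4.41 ± 0.33 (SD, n = 2) with RsmI. In every library the peak was over the cut-offs of its protein. It lies from 4289421 to 4290858 of sequence version 3 in RsmA replicate 2, and from 4289631 to 4290121 and from 4289586 to 4290154 of version 4 in replicate 1 of RsmE and RsmI.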

A schematic view of this signaling cascade connecting external stimuli with biofilm formation through Rsm elements is depicted in Figure 4.

**FIGURE 4:**
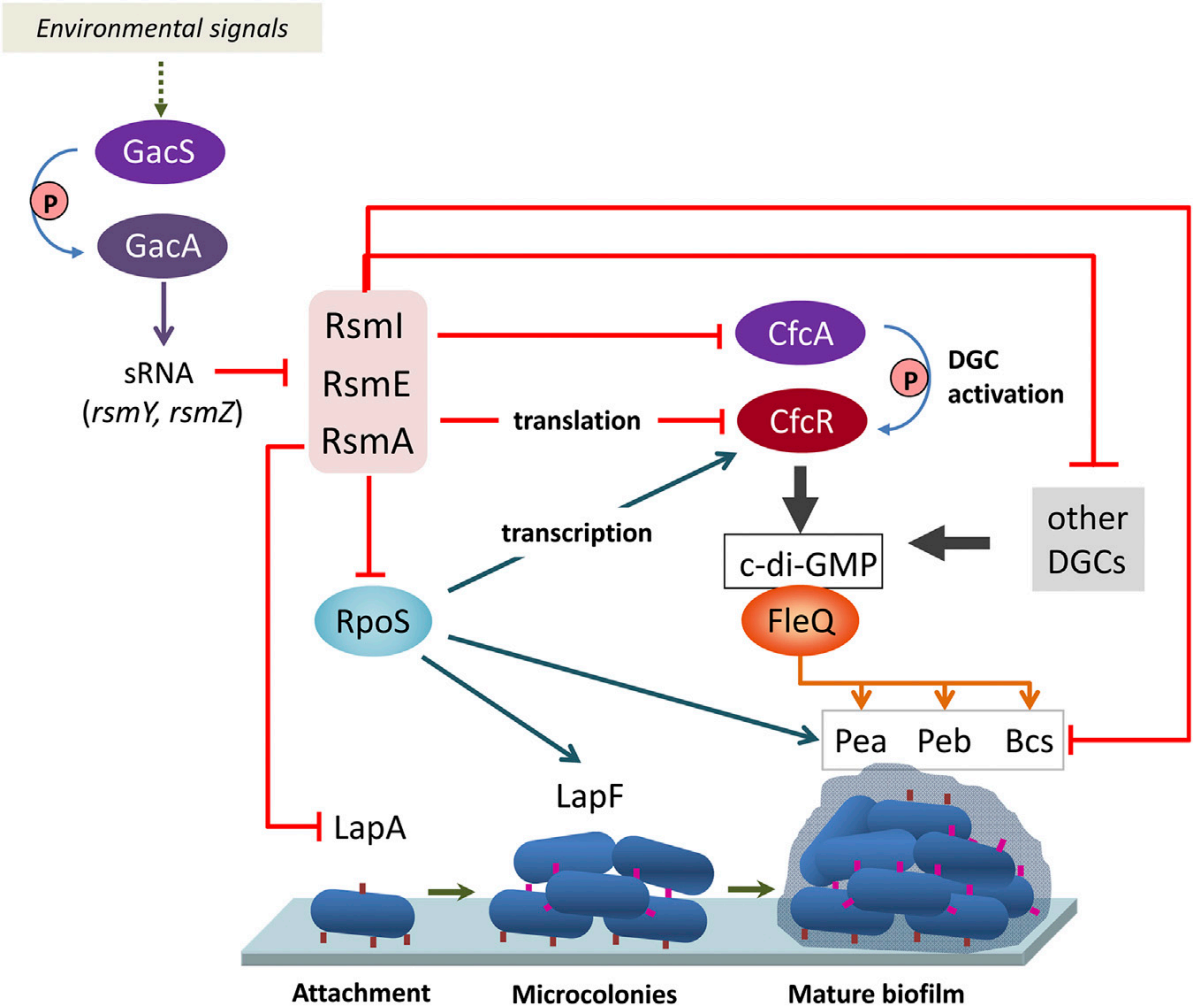
Schematic view of the connection between the Gac/Rsm signaling cascade with biofilm formation through c-di-GMP turnover, adhesins and exopolysaccharides. The Rsm proteins exert a complex regulation on the response regulator with DGC activity CfcR, at the transcriptional (via RpoS), translational (via direct binding), and post-translational (via the histidine kinase CfcA, required for phosphorylation of CfcR) levels. Direct influence of Rsm proteins on structural elements of the biofilm matrix, and indirect influence via RpoS and the c-di-GMP associated regulator FleQ are also depicted. Blue arrows indicate positive regulation and red lines negative regulation.

### Influence of Rsm Proteins on Nutrient Utilization and Rhizosphere Fitness of *P. putida* KT2440

Among the shared targets for the three riboregulators, about a third of the transcripts with known or predicted functions correspond to genes with metabolism-related roles in KT2440 (Figure 2B and Table 4). This was expected since previous findings have established direct and indirect connections between the CsrA/Rsm system and metabolism as well as carbon storage functions (Sabnis et al., 1995; Yang et al., 1996; Pannuri et al., 2016; Romero et al., 2018). Furthermore, a significant number of targets identified for one or more of the Rsm proteins included transcripts from genes related to transport of nutrients (Figure 2B and Table 3). 

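Of the 55 loci in Table 3 outside the hypothetical group, 16 (29.1%) are listed under metabolism, and 15 of them lie in regions shared by all proteins. Their median FE was 2.81 with RsmA (2.29 to 5.13), 6.67 with RsmE (4.97 to 8.29) and 3.95 with RsmI (2.7 to 5.75). The highest values were those of ycaC-I (PP_0711, a putative hydrolase) with RsmA, pqqD-II (PP_2681, a chaperone of pyrroloquinoline quinone biosynthesis) with RsmE and PP_2437 (an acyl-CoA dehydrogenase) with RsmI. The transcript of phaA (PP_5003), for the synthesis of storage polymers, had an FE of 2.51 and 2.36 with RsmA, 6.67 ± 0.43 (SD, n = 3) with RsmE and 2.78 and 2.62 with RsmI.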

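Table 3 lists 7 loci under transport and secretion (9.33%), all in regions shared by the 3 proteins. The substrate-binding protein of the mannose/glucose transporter, gtsA (PP_1015), had an FE of 3.13 and 2.86 with RsmA, 5.14 ± 0.88 (SD, n = 3) with RsmE and 3.88 and 3.75 with RsmI. For the putrescine-binding protein PP_2195 the values were 3.88 and 4 with RsmA, 6.36 ± 0.3 (SD, n = 3) with RsmE and 3.63 and 3.64 with RsmI. The multidrug transporter PP_0907 had 3.98 and 4.09, 6.94 ± 0.44 (SD, n = 3), and 6 and 5.3, respectively.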

All this prompted us to carry out a preliminary high throughput study comparing the growth of KT2440 wild type strain and a triple *rsmAEI* mutant derivative (ΔIEA; Huertas-Rosales et al., 2016) in BIOLOG plates using 192 and 96 compounds as sole carbon or nitrogen source, respectively. A sample of some of the obtained data is shown in Supplementary Figure S5. Growth differences between the two strains were observed for several compounds, particularly certain amino acids and their derivatives. Further detailed evaluation of growth in some of these compounds confirmed the existence of differences between KT2440 and the triple *rsm* mutant. In particular, a prolonged lag phase was observed in the mutant with L-lysine as carbon source, and to a lesser extent with L-arginine, although the final turbidity reached by both strains with this last amino acid was similar (Figure 5). In contrast, growth differences were less evident with the other basic amino acid L-histidine (Figure 5).

**FIGURE 5:**
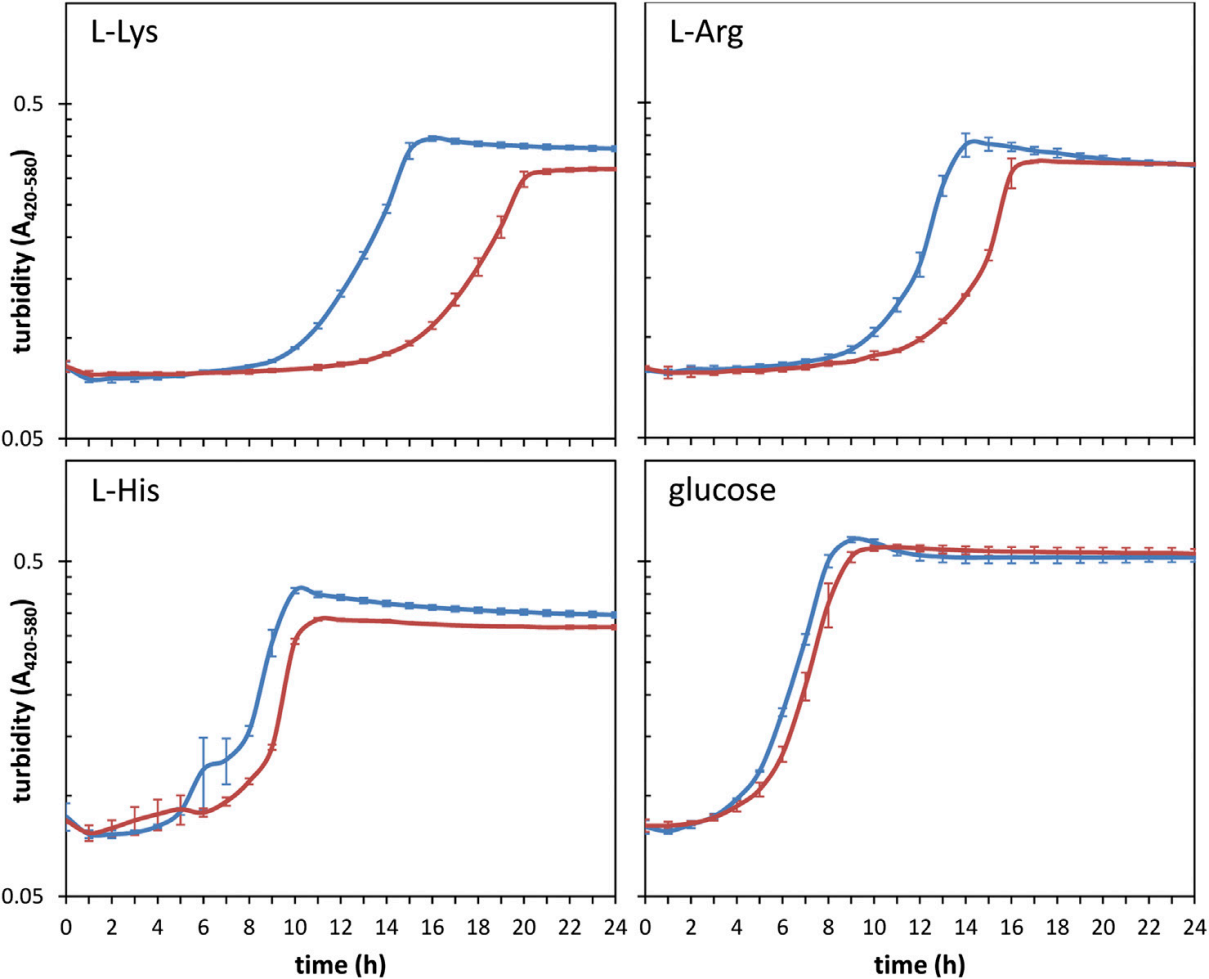
Growth of KT2440 (blue) and the triple *rsm* mutant (red) in M9 minimal medium with 5 mM L-lysine, L-arginine, L-histidine or glucose as carbon source. Cultures were grown in 96-well plates at 30°C and OD_420–580_ was read at 1-h intervals in an automated BioScreen equipped with a wide band filter (420–580 nm) to minimize potential alterations due to changes in medium color. Data are averages and standard deviations of experiments done in duplicate, with three technical replicas each.

These results evidenced that the Rsm system may play a regulatory role in metabolism and/or uptake of nutrients, particularly of basic amino acids, in KT2440. Hence, potential Rsm-enriched targets explaining these divergences were explored. 

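Of 15 loci for the transport and use of basic amino acids, 10 are named for at least 1 protein, 3 for RsmA, 7 for RsmE and 1 for RsmI. Among the 10 are arcD, hisP, PP_4482, artJ, amaD, amaB and argG, which the paper itself names, so the count is not independent of it. The RsmE peak of arcD adds PP_0999 to PP_1001. The paper gives argG a role in arginine synthesis. The arcD transcript (PP_1002) had an FE of 4.24 ± 0.37 (SD, n = 3) with RsmE, in a peak from 1136929 to 1142624 of sequence version 4 (replicate 1) that covers several neighbouring genes. The same stretch had an FE of 1.9 and 1.92 with RsmA and 2.16 and 2.11 with RsmI, below their cut-offs. For hisP (PP_4483), in a peak shared with PP_4482, the FE was 6.14 ± 1.08 (SD, n = 3) with RsmE. RsmI peaks at this place (2.6 and 2.45) were below the PV cut-off. The transcript of artJ (PP_0282) had an FE of 2.16 and 2.23 with RsmA, and 3.29, 3.3 and 3.35 with RsmE, below the RsmE cut-off. That of amaD (PP_3596) had 2.15 and 2.28 with RsmA, and RsmE replicates 1 and 3 had small peaks with a PV of 71.6 and 52.9. The amaB transcript (PP_5258) had 5.09 ± 0.87 (SD, n = 3) with RsmE, 2.84 and 2.68 with RsmI, and 2.03 and 1.98, below the FE cut-off, with RsmA.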

A survey of the identified RNA molecules related to these processes indicated that those corresponding to *arcD* (PP_1002; arginine-ornithine antiporter) and *hisP* (PP_4483; ATP-binding subunit of a histidine/lysine/arginine/ornithine transporter) are targets for RsmE; *artJ* (PP_0282; L-arginine ABC transporter substrate-binding subunit) and *amaD* (PP_3596; D-lysine oxidase) are targets for RsmA, and *amaB* (PP_5258; L-piperidine-6-carboxylate dehydrogenase) is a target for both RsmE and RsmI (Supplementary Table S1). Based on data from the Kyoto Encyclopedia of Genes and Genomes (www.genome.jp/kegg/), AmaB is involved in catabolic pathways for L-lysine and L-arginine in *P. putida*, participating in the conversion of aminobutanal, N4-acetyl-aminobutanal, and 4-trimethyl-ammoniobutanal into their corresponding butanoate derivatives.

Besides glucose metabolism, a connection has been established in *E. coli* between CsrA and the stringent response (Edwards et al., 2011), a regulatory network triggered by amino acid limitation and controlled by the RelA and SpoT proteins. It should be noted that besides the targets indicated above in relation with arginine and lysine utilization, the *relA* (PP_1656) mRNA is also a target for RsmA (Supplementary Table S1).

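The peak named for relA had an FE of 2.36 in RsmA replicate 2 and 2.24 in replicate 3, with a PV of 187 and 248. It lies from 1850565 to 1851738 of sequence version 3 in replicate 2 and from 1850560 to 1853204 in replicate 3, and also covers PP_1655.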

Previous reports have established that *hisP* and genes involved in lysine catabolism are preferentially expressed in KT2440 in the rhizosphere of corn plants (Espinosa-Urgel and Ramos, 2001; Matilla et al., 2007). In addition, a connection beween arginine transport and c-di-GMP signaling in this strain has been recently reported (Barrientos-Moreno et al., 2020). These facts, and the influence of Rsm proteins on biofilm formation and surface motility, along with the identification of c-di-GMP turnover elements and other biofilm-related genes as targets of these proteins, made us analyze if mutants in *rsm* genes showed altered fitness in the rhizosphere. Competitive root colonization assays were done in corn (*Zea mays* L.) plants with the wild type and single (ΔI, ΔE, ΔA), double (ΔIE, ΔIA, ΔEA) and the triple (ΔIEA) *rsm* mutants (Huertas-Rosales et al., 2016). For that purpose, germinated corn seeds were inoculated with miniTn7Km-tagged KT2440 and each mutant tagged with miniTn7Sm, in a 1:1 proportion. Plants were sown in sterile sand and the population of each strain was evaluated in the whole root and in the root tip after 7 days. Results are shown in Figure 6. The mutation in *rsmA* caused a slight reduction in competitive colonization of the whole root and a much larger effect when root tip colonization was evaluated. This phenotype was not observed in the other single mutants, nor in the ΔIE double mutant. However, while the results with the ΔIA double mutant were similar to those obtained with the ΔA single mutant, a cumulative effect could be observed in the ΔEA strain, which showed a significant decrease in colonization of both the whole root and the root tip. This phenotype was very similar to that observed in the triple mutant. In this set of experiments the Sm resistance marker seemed to confer a slight advantage over the Km resistance marker, according to the results obtained with the wild type derivatives tagged with each mini-Tn7 (Figure 6). This could suggest that the actual influence of the *rsm* mutations might be larger than observed here.

**FIGURE 6:**
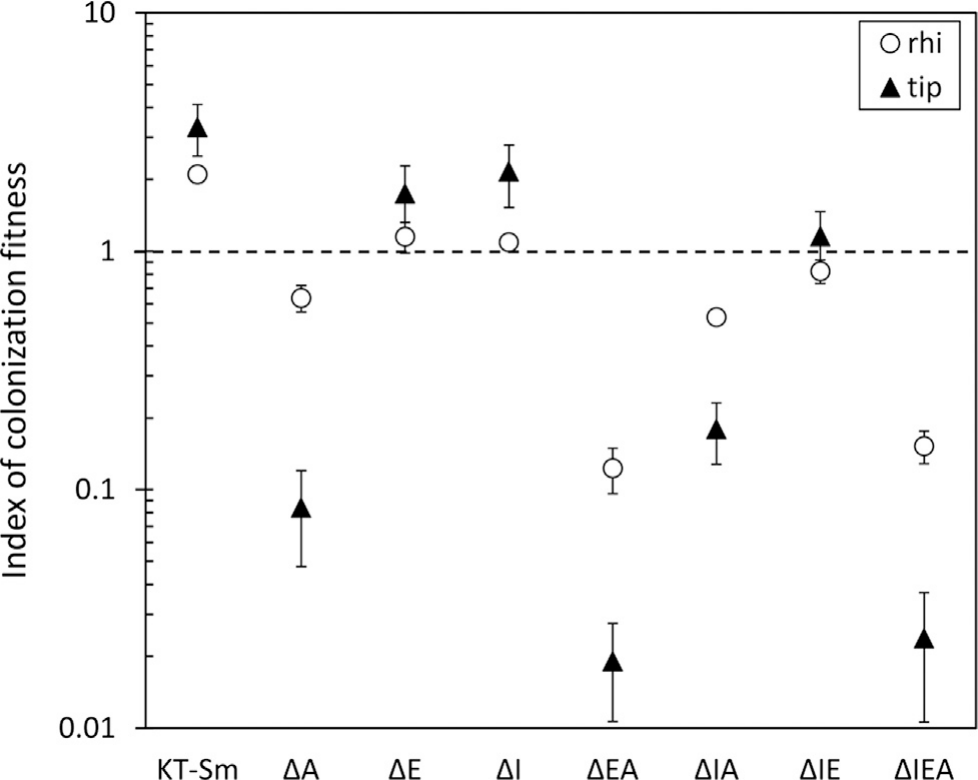
Colonization capacity of mutants in *rsm* genes in competition with the wild type in the rhizosphere (circles) and the root tip (triangles) of corn plants. KT2440 tagged with miniTn7-Km was co-inoculated in a 1:1 proportion with each of the mutants, which were tagged with miniTn7-Sm. To check the potential effect of the antibiotic resistance markers, a competitive colonization assay co-inoculating KT2440 miniTn7-Km and KT2440 miniTn7-Sm (KT-Sm) was also included as control. The index of colonization fitness was measured as 1/[(percentage of recovered wild type vs. each mutant per plant 7 days post-inoculation)/(percentage wt vs. mutant in the initial inocula)]. A value of 1 (broken line) indicates equal colonization capacity. Data are the averages and standard errors for six plants.

The loss of fitness in the rhizosphere of the ΔEA and ΔIEA mutants may result from the overall influence of Rsm proteins on different metabolic processes, including amino acid transport, while the reduction in root tip colonzation could correlate with the previously observed decrease in swimming motility in the ΔEA and ΔIEA strains and the lack of swarming motility of all the rsm mutants, with the exception of ΔI, which still retained some surface motility (Huertas-Rosales et al., 2016). It will also be of interest to explore whether the type VI secretion system K1, some of whose genes were identified in our study (Table 3), may contribute to the fitness of KT2440 in the rhizosphere. It has been reported that this system can provide a competitive advantage to this strain in the presence of phytopathogenic bacteria (Bernal et al., 2017).

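Of the 20 loci from hcp1 (PP_3089) to tke2 (PP_3108), 9 are named as targets, 4 for RsmA, 4 for RsmE and 9 for RsmI. Neighbouring genes in 1 peak are each counted. PP_3090 and PP_3100 are named for RsmI within its peaks at hcp1 and tssC1. PP_3093 to PP_3095 lie in 1 peak named for RsmI only. The structural gene tssC1 (PP_3099) had an FE of 10.7 ± 0.69 (SD, n = 3) with RsmE, 4.34 ± 0.16 (SD, n = 2) with RsmA and 2.61 ± 0.1 (SD, n = 2) with RsmI. The RsmE peak of replicate 1 lies from 3494414 to 3495016 of sequence version 4, and the RsmI peak of replicate 1 from 3494351 to 3496818 also covers PP_3100. The effector genes had an FE with RsmE of 6.15 ± 0.81 (hcp1) and 8.68 ± 1.28 (tke2) (SD, n = 3). With RsmA these were 2.32 ± 0.03 and 4.47 ± 0.15, and with RsmI 3.88 ± 0.35 and 3.86 ± 0.21 (SD, n = 2).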

## Concluding Remarks

This work represents the first effort to define the global regulatory network commanded by Rsm proteins in *P. putida*. Besides exposing its complexity and the vast influence that post-transcriptional regulation is bound to have in this bacterium, ranging from amino acid metabolism to potential transposon-mediated DNA rearrangements, the information obtained leads to a relevant question to be analyzed in detail, i.e. the characteristics by which an RNA molecule constitutes a shared target for the three Rsm proteins or is selectively bound by only one or two of them.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## References

[B1] AusubelF. M.BrentR.KingstonR. E.MooreD. D.SeidmanJ. G.SmithJ. A. (1987). Current protocols in molecular biology. New York, NY: Wiley.

[B2] BakerC. S.EöryL. A.YakhninH.MercanteJ.RomeoT.BabitzkeP. (2007). CsrA inhibits translation initiation of *Escherichia coli hfq* by binding to a single site overlapping the Shine-Dalgarno sequence. J. Bacteriol. 189, 5472–5481. 10.1128/JB.00529-07 17526692PMC1951803

[B3] Barrientos-MorenoL.Molina-HenaresM. A.Ramos-GonzálezM. I.Espinosa-UrgelM. (2020). Arginine as an environmental and metabolic cue for cyclic diguanylate signalling and biofilm formation in *Pseudomonas putida* . Sci. Rep. 10 (1), 13623. 10.1038/s41598-020-70675-x 32788689PMC7423604

[B4] BernalP.AllsoppL. P.FillouxA.LlamasM. A. (2017). The *Pseudomonas putida* T6SS is a plant warden against phytopathogens. ISME J. 11, 972–987. 10.1038/ismej.2016.169 28045455PMC5363822

[B5] BrencicA.LoryS. (2009). Determination of the regulon and identification of novel mRNA targets of *Pseudomonas aeruginosa* RsmA. Mol. Microbiol. 72, 612–632. 10.1111/j.1365-2958.2009.06670.x 19426209PMC5567987

[B6] BrencicA.McFarlandK. A.McManusH. R.CastangS.MognoI.DoveS. L. (2009). The GacS/GacA signal transduction system of *Pseudomonas aeruginosa* acts exclusively through its control over the transcription of the RsmY and RsmZ regulatory small RNAs. Mol. Microbiol. 73, 434–445. 10.1111/j.1365-2958.2009.06782.x 19602144PMC2761719

[B7] ChoiK. H.KumarA.SchweizerH. P. (2006). A 10-min method for preparation of highly electrocompetent *Pseudomonas aeruginosa* cells: application for DNA fragment transfer between chromosomes and plasmid transformation. J. Microbiol. Methods 64, 391–397. 10.1016/j.mimet.2005.06.001 15987659

[B8] CogganK. A.WolfgangM. C. (2012). Global regulatory pathways and cross-talk control *Pseudomonas aeruginosa* environmental lifestyle and virulence phenotype. Curr. Issues Mol. Biol. 14, 47–70. 22354680PMC12747716

[B9] DubeyA. K.BakerC. S.RomeoT.BabitzkeP. (2005). RNA sequence and secondary structure participate in high-affinity CsrA-RNA interaction. RNA 11, 1579–1587. 10.1261/rna.2990205 16131593PMC1370842

[B10] DussO.MichelE.Diarra dit KontéN.SchubertM.AllainF. H. (2014). Molecular basis for the wide range of affinity found in Csr/Rsm protein-RNA recognition. Nucleic Acids Res. 42, 5332–5346. 10.1093/nar/gku141 24561806PMC4005645

[B11] EdwardsA. N.Patterson-FortinL. M.VakulskasC. A.MercanteJ. W.PotrykusK.VinellaD. (2011). Circuitry linking the Csr and stringent response global regulatory systems. Mol. Microbiol. 80, 1561–1580. 10.1111/j.1365-2958.2011.07663.x 21488981PMC3115499

[B12] Espinosa-UrgelM.RamosJ. L. (2001). Expression of a *Pseudomonas putida* aminotransferase involved in lysine catabolism is induced in the rhizosphere. Appl. Environ. Microbiol. 67, 5219–5224. 10.1128/AEM.67.11.5219-5224.2001 11679348PMC93293

[B13] FerreiroM. D.NogalesJ.FariasG. A.OlmedillaA.SanjuánJ.GallegosM. T. (2018). Multiple CsrA proteins control key virulence traits in *Pseudomonas syringae* pv. tomato DC3000. Mol. Plant Microbe Interact. 31, 525–536. 10.1094/MPMI-09-17-0232-R 29261011

[B14] Figueroa-BossiN.SchwartzA.GuillemardetB.D’HeygèreF.BossiL.BoudvillainM. (2014). RNA remodeling by bacterial global regulator CsrA promotes Rho-dependent transcription termination. Genes Dev. 28, 1239–1251. 10.1101/gad.240192.114 24888591PMC4052769

[B15] HeebS.ValverdeC.Gigot-BonnefoyC.HaasD. (2005). Role of the stress sigma factor RpoS in GacA/RsmA-controlled secondary metabolism and resistance to oxidative stress in *Pseudomonas fluorescens* CHA0. FEMS Microbiol. Lett. 243, 251–258. 10.1016/j.femsle.2004.12.008 15668026

[B16] HerovenA. K.BöhmeK.DerschP. (2012). The Csr/Rsm system of *Yersinia* and related pathogens: a post-transcriptional strategy for managing virulence. RNA Biol. 9, 379–391. 10.4161/rna.19333 22336760

[B17] HinsaS. M.Espinosa-UrgelM.RamosJ. L.O’TooleG. A. (2003). Transition from reversible to irreversible attachment during biofilm formation by *Pseudomonas fluorescens* WCS365 requires an ABC transporter and a large secreted protein. Mol. Microbiol. 49, 905–918. 10.1046/j.1365-2958.2003.03615.x 12890017

[B18] HörJ.GorskiS. A.VogelJ. (2018). Bacterial RNA biology on a genome scale. Mol. Cell 70, 785–799. 10.1016/j.molcel.2017.12.023 29358079

[B19] Huertas-RosalesÓ.Ramos-GonzálezM. I.Espinosa-UrgelM. (2016). Self-regulation and interplay of Rsm family proteins modulate the lifestyle of *Pseudomonas putida* . Appl. Environ. Microbiol. 82, 5673–5686. 10.1128/AEM.01724-16 27422830PMC5007770

[B20] Huertas-RosalesÓ.RomeroM.HeebS.Espinosa-UrgelM.CámaraM.Ramos-GonzálezM. I. (2017). The *Pseudomonas putida* CsrA/RsmA homologues negatively affect c-di-GMP pools and biofilm formation through the GGDEF/EAL response regulator CfcR. Environ. Microbiol. 19, 3551–3566. 10.1111/1462-2920.13848 28677348PMC6849547

[B21] IshihamaA. (2010). Prokaryotic genome regulation: multifactor promoters, multitarget regulators and hierarchic networks. FEMS Microbiol. Rev. 34, 628–645. 10.1111/j.1574-6976.2010.00227.x 20491932

[B22] JacobF.MonodJ. (1961). Genetic regulatory mechanisms in the synthesis of proteins. J. Mol. Biol. 3, 318–356. 10.1016/s0022-2836(61)80072-7 13718526

[B23] JanssenK. H.DiazM. R.GoldenM.GrahamJ. W.SandersW.WolfgangM. C. (2018). Functional analyses of the RsmY and RsmZ small noncoding regulatory RNAs in *Pseudomonas aeruginosa* . J. Bacteriol. 200, e00736–17. 10.1128/JB.00736-17 29463606PMC5952390

[B24] Jiménez-FernándezA.López-SánchezA.CaleroP.GovantesF. (2015). The c-di-GMP phosphodiesterase BifA regulates biofilm development in *Pseudomonas putida* . Environ Microbiol Rep 7, 78–84. 10.1111/1758-2229.12153 25870874

[B25] KayE.DubuisC.HaasD. (2005). Three small RNAs jointly ensure secondary metabolism and biocontrol in *Pseudomonas fluorescens* CHA0. Proc. Natl. Acad. Sci. U.S.A. 102, 17136–17141. 10.1073/pnas.0505673102 16286659PMC1287983

[B26] KochB.JensenL. E.NybroeO. (2001). A panel of Tn7-based vectors for insertion of the *gfp* marker gene or for delivery of cloned DNA into Gram-negative bacteria at a neutral chromosomal site. J. Microbiol. Methods 45, 187–195. 10.1016/s0167-7012(01)00246-9 11348676

[B27] LangmeadB.TrapnellC.PopM.SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10, R25. 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[B28] LawhonS. D.FryeJ. G.SuyemotoM.PorwollikS.McClellandM.AltierC. (2003). Global regulation by CsrA in *Salmonella typhimurium* . Mol. Microbiol. 48, 1633–1645. 10.1046/j.1365-2958.2003.03535.x 12791144

[B29] LennoxE. S. (1955). Transduction of linked genetic characters of the host by bacteriophage P1. Virology 1, 190–206. 10.1016/0042-6822(55)90016-7 13267987

[B30] LenzD. H.MillerM. B.ZhuJ.KulkarniR. V.BasslerB. L. (2005). CsrA and three redundant small RNAs regulate quorum sensing in *Vibrio cholerae* . Mol. Microbiol. 58, 1186–1202. 10.1111/j.1365-2958.2005.04902.x 16262799

[B31] Martínez-GilM.Yousef-CoronadoF.Espinosa-UrgelM. (2010). LapF, the second largest *Pseudomonas putida* protein, contributes to plant root colonization and determines biofilm architecture. Mol. Microbiol. 77, 549–561. 10.1111/j.1365-2958.2010.07249.x 20545856

[B32] MatillaM. A.Espinosa-UrgelM.Rodríguez-HervaJ. J.RamosJ. L.Ramos-GonzálezM. I. (2007). Genomic analysis reveals the major driving forces of bacterial life in the rhizosphere. Genome Biol. 8, R179. 10.1186/gb-2007-8-9-r179 17784941PMC2375017

[B33] MatillaM. A.TraviesoM. L.RamosJ. L.Ramos-GonzálezM. I. (2011). Cyclic diguanylate turnover mediated by the sole GGDEF/EAL response regulator in *Pseudomonas putida*: its role in the rhizosphere and an analysis of its target processes. Environ. Microbiol. 13, 1745. 10.1111/j.1462-2920.2011.02499.x 21554519

[B34] MorrisE. R.HallG.LiC.HeebS.KulkarniR. V.LovelockL. (2013). Structural rearrangement in an RsmA/CsrA ortholog of *Pseudomonas aeruginosa* creates a dimeric RNA-binding protein, RsmN. Structure 21, 1659–1671. 10.1016/j.str.2013.07.007 23954502PMC3791407

[B35] NilssonM.ChiangW. C.FazliM.GjermansenM.GivskovM.Tolker-NielsenT. (2011). Influence of putative exopolysaccharide genes on *Pseudomonas putida* KT2440 biofilm stability. Environ. Microbiol. 13, 1357–1369. 10.1111/j.1462-2920.2011.02447.x 21507178

[B36] PannuriA.VakulskasC. A.ZereT.McGibbonL. C.EdwardsA. N.GeorgellisD. (2016). Circuitry linking the catabolite repression and Csr global regulatory systems of *Escherichia coli* . J. Bacteriol. 198, 3000–3015. 10.1128/JB.00454-16 27551019PMC5055604

[B37] PetrovaO. E.ChernyK. E.SauerK. (2014). The *Pseudomonas aeruginosa* diguanylate cyclase GcbA, a homolog of *P. fluorescens* GcbA, promotes initial attachment to surfaces, but not biofilm formation, via regulation of motility. J. Bacteriol. 196, 2827–2841. 10.1128/JB.01628-14 24891445PMC4135668

[B38] Ramos-GonzálezM. I.MAMatilla.QuesadaJ. M.RamosJ. L.Espinosa-UrgelM. (2013). “Using genomics to unveil bacterial determinants of rhizosphere life style,” in Molecular microbial ecology of the rhizosphere. Editor de BruijnF. J. (Hoboken, NJ: John Wiley & Sons), Vol. 1, 7–16.

[B39] Ramos-GonzálezM. I.TraviesoM. L.SorianoM. I.MatillaM. A.Huertas-RosalesÓ.Barrientos-MorenoL. (2016). Genetic dissection of the regulatory network associated with high c-di-GMP levels in *Pseudomonas putida* KT2440. Front. Microbiol. 7, 1093. 10.3389/fmicb.2016.01093 27489550PMC4951495

[B40] RegenhardtD.HeuerH.HeimS.FernándezD. U.StrömplC.MooreE. R. (2002). Pedigree and taxonomic credentials of *Pseudomonas putida* strain KT2440. Environ. Microbiol. 4, 912–915. 10.1046/j.1462-2920.2002.00368.x 12534472

[B41] ReimmannC.ValverdeC.KayE.HaasD. (2005). Posttranscriptional repression of GacS/GacA-controlled genes by the RNA-binding protein RsmE acting together with RsmA in the biocontrol strain *Pseudomonas fluorescens* CHA0. J. Bacteriol. 187, 276–285. 10.1128/JB.187.1.276-285.2005 15601712PMC538806

[B42] RomeoT. (1998). Global regulation by the small RNA-binding protein CsrA and the non-coding RNA molecule CsrB. Mol. Microbiol. 29, 1321–1330. 10.1046/j.1365-2958.1998.01021.x 9781871

[B43] RomeoT.VakulskasC. A.BabitzkeP. (2013). Post-transcriptional regulation on a global scale: form and function of Csr/Rsm systems. Environ. Microbiol. 15, 313–324. 10.1111/j.1462-2920.2012.02794.x 22672726PMC3443267

[B44] RomeroM.SilistreH.LovelockL.WrightV. J.ChanK. G.HongK. W. (2018). Genome-wide mapping of the RNA targets of the *Pseudomonas aeruginosa* riboregulatory protein RsmN. Nucleic Acids Res. 46, 6823–6840. 10.1093/nar/gky324 29718466PMC6061880

[B45] SabnisN. A.YangH.RomeoT. (1995). Pleiotropic regulation of central carbohydrate metabolism in *Escherichia coli* via the gene *csrA* . J. Biol. Chem. 270, 29096–29104. 10.1074/jbc.270.49.29096 7493933

[B46] SambrookJ.RussellD. W. (2001). Molecular cloning: a laboratory manual. New York, NY: Cold Spring Harbor Laboratory Press, Cold Spring Harbor.

[B47] ShisD. L.BennettM. R.IgoshinO. A. (2018). Dynamics of bacterial gene regulatory networks. Annu. Rev. Biophys. 47, 447–467. 10.1146/annurev-biophys-070317-032947 29570353

[B48] SonnleitnerE.HaasD. (2011). Small RNAs as regulators of primary and secondary metabolism in *Pseudomonas* species. Appl. Microbiol. Biotechnol. 91, 63–79. 10.1007/s00253-011-3332-1 21607656

[B49] SowaS. W.GeldermanG.LeistraA. N.BuvanendiranA.LippS.PitaktongA. (2017). Integrative FourD omics approach profiles the target network of the carbon storage regulatory system. Nucleic Acids Res. 45, 1673–1686. 10.1093/nar/gkx048 28126921PMC5389547

[B50] SterzenbachT.NguyenK. T.NuccioS. P.WinterM. G.VakulskasC. A.CleggS. (2013). A novel CsrA titration mechanism regulates fimbrial gene expression in *Salmonella typhimurium* . EMBO J. 32, 2872–2883. 10.1038/emboj.2013.206 24056837PMC3817462

[B51] VakulskasC. A.PottsA. H.BabitzkeP.AhmerB. M.RomeoT. (2015). Regulation of bacterial virulence by Csr (Rsm) systems. Microbiol. Mol. Biol. Rev. 79, 193–224. 10.1128/MMBR.00052-14 25833324PMC4394879

[B52] Van AsscheE.Van PuyveldeS.VanderleydenJ.SteenackersH. P. (2015). RNA-binding proteins involved in post-transcriptional regulation in bacteria. Front. Microbiol. 6, 141. 10.3389/fmicb.2015.00141 25784899PMC4347634

[B53] WinsorG. L.GriffithsE. J.LoR.DhillonB. K.ShayJ. A.BrinkmanF. S. (2016). Enhanced annotations and features for comparing thousands of *Pseudomonas* genomes in the *Pseudomonas* genome database. Nucleic Acids Res. 44 (D1), D646–D653. 10.1093/nar/gkv1227 26578582PMC4702867

[B54] XiaoY.NieH.LiuH.ChenW.HuangQ. (2016). Expression of the diguanylate cyclase GcbA is regulated by FleQ in response to cyclic di-GMP in *Pseudomonas putida* KT2440. Environ Microbiol Rep 8, 993–1002. 10.1111/1758-2229.12478 27701843

[B55] YakhninA. V.BakerC. S.VakulskasC. A.YakhninH.BerezinI.RomeoT. (2013). CsrA activates flhDC expression by protecting flhDC mRNA from RNase E-mediated cleavage. Mol. Microbiol. 87, 851–866. 10.1111/mmi.12136 23305111PMC3567230

[B56] YakhninH.PanditP.PettyT. J.BakerC. S.RomeoT.BabitzkeP. (2007). CsrA of *Bacillus subtilis* regulates translation initiation of the gene encoding the flagellin protein (*hag*) by blocking ribosome binding. Mol. Microbiol. 64, 1605–1620. 10.1111/j.1365-2958.2007.05765.x 17555441

[B57] YangH.LiuM. Y.RomeoT. (1996). Coordinate genetic regulation of glycogen catabolism and biosynthesis in *Escherichia coli* via the *csrA* gene product. J. Bacteriol. 178, 1012–1017. 10.1128/jb.178.4.1012-1017.1996 8576033PMC177760

[B58] Yousef-CoronadoF.TraviesoM. L.Espinosa-UrgelM. (2008). Different, overlapping mechanisms for colonization of abiotic and plant surfaces by *Pseudomonas putida* . FEMS Microbiol. Lett. 288, 118–124. 10.1111/j.1574-6968.2008.01339.x 18783437

[B59] ZhangY.LiuT.MeyerC. A.EeckhouteJ.JohnsonD. S.BernsteinB. E. (2008). Model-based analysis of ChIP-seq (MACS). Genome Biol. 9, R137. 10.1186/gb-2008-9-9-r137 18798982PMC2592715

How the deposited data were processed for this re-analysis (not part of the article)

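RNA was sequenced from 7 preparations of Rsm-bound RNA (2 of RsmA, 3 of RsmE and 2 of RsmI) and from 7 preparations of total RNA. All came from P. putida KT2440 that over-expressed the tagged protein. Each bound library has 1 total RNA library, matched for RsmI by the headers of the peak lists. The deposited data are 7 peak lists, 1 per bound library, and a target table of the authors for the 3 proteins. Total RNA entered only as the control of each peak list.

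The authors aligned the reads with Bowtie 2 and called peaks with MACS 1.4.2 (p-value cut-off 1e-05, band width 300, d of 50, effective genome size 6180000, 1 tag kept per position, larger library scaled to the smaller, local lambda over 1000 and 10000 bp). In the deposited lists, tags are counts of reads within the peak, at most 1 per position, without normalization. The fold enrichment that the authors deposited is a ratio of the bound library to its total RNA control over the local background. The significance column that the authors deposited is the −log10 of the p-value of MACS multiplied by 10. The FDR that the authors deposited is in percent. The target table of the authors gives a fold enrichment ratio averaged over the libraries of a protein. These steps could not be repeated, since reads and alignments were not used.

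From these files, the cut-offs of the paper (fold enrichment of at least 2.15 and PV over 130 for RsmA, 4 and 170 for RsmE, 2.5 and 145 for RsmI) were applied to each list. A target region is a stretch where every library of a protein has a peak over its cut-offs, joined where peaks overlap by at least 1 bp. The paper's text names no overlap rule. Regions of different proteins were joined by position in the same way, although the RsmA lists use version 3 and the other lists version 4 of the RefSeq sequence. No position was converted. The median summit difference between targets with the same loci was −4 bp for RsmA replicate 2 and RsmE replicate 1, −2 bp for RsmA replicate 2 and RsmI replicate 1 (77 targets) and 0 bp for RsmE replicate 1 and RsmI replicate 1, which share a version (93 targets). In windows of 1 Mb, the medians for the first pair were −17 to 4.5 bp.

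No genome or annotation of KT2440 was at hand, and loci and gene names are those of the authors' table and of the paper. The value of a gene in a library is its peak with the highest fold enrichment in the authors' entry. Where a protein has no entry, it is the highest peak that overlaps the position of the gene's entry for another protein. The genes named are every gene that the paper names as a target or as absent, the 10 targets of each protein with the highest fold enrichment in its lowest library, and up to 4 members of each gene list. The values in the paper's tables and text had been seen when this rule was set. The lists are the Gac/Rsm cascade, the Pea, Peb, cellulose and alginate operons, the Lap adhesins, the K1 type VI secretion cluster, the wsp cluster, the flagella and chemotaxis cluster, and the transport and use of basic amino acids.

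The number of peaks and the median fold enrichment per library were compared by exact permutation tests (two-sided) over the 35 splits of 7 libraries into 3 and 4. The sharing of regions between pairs of proteins was compared by Fisher's exact test (two-sided, Benjamini-Hochberg over 3 pairs), with the 1127 regions that have a peak in any library as background. The regions shared by the 3 proteins were set against 10000 random draws. Errors are SD over the libraries of a protein, and for RsmA and RsmI they rest on 2 libraries. The number of tags without duplicates (461505 to 1305484 per bound library) sets the precision, and the smallest number of tags in a called peak was 28 to 83 per library. The lists hold only peaks over the p-value cut-off, so the absence of a peak gives no upper limit. The computation of the calls was checked on simulated data with 1100 regions in 7 libraries, where all 425 simulated target regions (100%) were assigned to the right proteins. Every simulated target had a peak over both cut-offs in each library of its protein, no peak was split and regions never touched. The accuracy of the calls in the real lists was thus not measured. In 20 simulations of independent lists, 1 gave an unadjusted Fisher p under 0.05.

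Alternatives were the overlap rule, the cut-offs, equal list lengths, the FDR, the peaks and the summary used, the peak that stands for a gene, and leaving out each library in turn. Not done for lack of a genome and annotation were a test of GGA motifs, tests of gene lists against all genes, gene lists by product name, the assignment of peaks by longest overlap or summit, and shares of all transcripts. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.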

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

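All tests in this part were chosen after the result was seen, apart from the test of saturation. No biological explanation was tested. The protein is the only factor that the design sets, and tag numbers and the sequence version of the lists also differ between the proteins.

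RsmE gave higher fold enrichment than RsmA and RsmI. MACS kept 1 tag per position, so saturation of strongly covered regions could lower the values of the libraries with more tags. Of the 275 regions with a called peak in all 7 libraries, the 92 with the fewest tags per bp were examined. There the RsmE values were still higher by a median factor of 1.80 (quartiles 1.57 to 2.11). In the 91 regions with the most tags per bp the factor was 1.72. The 92 regions still held 0.378 to 0.525 tags per bp in the RsmA and RsmI libraries. The median over all peaks of an RsmE library was 0.305 to 0.366. No sparsely covered region was thus examined, so these factors cannot decide on saturation. Total tags before removal of duplicates do not separate RsmE from RsmI. The RsmI libraries with 5332308 and 6598002 tags lie within the RsmE range (4908407 to 7007140), and their highest median fold enrichment was 2.78. MACS used 1 tag per position, however, so these totals cannot decide on depth. The number of distinct tag positions also stays open. Without duplicates, the lowest RsmA or RsmI library held 1.56 times the tags of the highest RsmE library. This number thus cannot be told apart from the protein. The amount of recovered RsmE, which the paper proposes, was not tested.

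Ribosomal RNA genes were targets of RsmA (14 genes) and of RsmI (the same 14), and the paper does not discuss them. None was a target of RsmE, whose lists have 2 to 4 short peaks per library there, below the PV cut-off. The median fold enrichment over the 6 genes named 16S was 5.87 and 6.04 with RsmA, and 4.52 and 7.87 with RsmI. The entry named 5SA, whose peaks were 1549 to 1850 bp long, is not among them. Its values were 7.76 and 7.04 with RsmA, and 5.07 and 9.49 with RsmI. The copies may share reads, since the highest of the 6 genes was at most 1.41 times the lowest in any RsmA or RsmI library. This bears on the likeness of the copies and not on the difference between proteins. A removal of rRNA that differed between bound and total RNA also stays open: rRNA peaks held at least 1.45% of the bound tags without duplicates in the RsmA and RsmI libraries and at most 0.0675% in the RsmE libraries, and the lists give no such share for total RNA.

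Most exclusive targets had a peak of another protein. Whether the cut-offs, set for each protein, are the cause cannot be told apart from a weaker binding by that protein: the share of exclusive regions with a called peak in every library of at least 1 other protein (64.0%) restates the pattern and tests neither.

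Other strong targets are not discussed in the paper's text or tables. PP_3972 had a mean fold enrichment of 5.46 with RsmA, 10.8 with RsmE and 6.49 with RsmI. With RsmE, the target of PP_2504 and PP_5530 had 10.0, that of PP_5379, PP_5732 and PP_5380 had 9.63 and that of PP_5382 had 10.4. With RsmI, PP_2852 had 5.65. The RsmA target that holds the tmRNA, also not discussed, was not a strong one. Its value of 2.49 was close to the median over all RsmA peaks (2.41 and 2.4 in the libraries), and RsmE peaks at this place were below the cut-off in each library.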

How the results depend on the processing

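Of the alternatives here, those on the mean fold enrichment, on the join by locus and without rRNA were chosen after the result was seen; the others, like the comparisons of peak number, median fold enrichment and sharing and the gene lists, were chosen before the data were examined.

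The counts for RsmA, RsmE and RsmI, the regions shared by all and the unique regions (230, 271, 206, 81 and 423) were 533, 709, 489, 271 and 894 without cut-offs, and 23, 89, 74, 7 and 133 with the paper's cut-offs and an FDR of at most 1%. With the RsmE cut-offs for all proteins, RsmA had 40, RsmI 77 and all shared 12. With the same peaks joined only where summits lie within 100 bp, 37 regions were shared. Leaving out 1 library gave 272 to 273 for RsmA, 286 to 294 for RsmE, 238 to 244 for RsmI, 83 to 89 shared and 432 to 450 unique regions. For RsmA and RsmI only 1 library is then left. Their counts are its peaks over the cut-offs and do not test replication. A cut-off on the mean fold enrichment gave 250, 314, 217, 90 and 454; a join by locus gave 75 shared and 420 unique; and without rRNA 81 were shared and 409 unique, with odds ratios of 5.98 (RsmA and RsmE), 9.75 (RsmA and RsmI) and 10.2 (RsmE and RsmI). The odds ratios of the pairs ranged from 2.54 to 37.7 over 39 alternatives, with a highest p of 2.8e-06 (Fisher's exact test). Each alternative kept a background of regions with a peak in any library, so none removes the regions that could not be targets.

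RsmE had more peaks and a higher median fold enrichment under each alternative tried, with differences of 96.9 to 293.5 peaks and of 1.66 to 2.36 (284 and 1.84 in the lists as deposited). The p of these comparisons could not go under 0.05 in this design. The median fold enrichment of RsmI exceeded that of RsmA by 0.303, by 0.409 with means of all peaks and by 0.42 in regions with a peak in every library; the cause was not tested. Leaving out 1 library gave 0.23 to 0.375. Of 578 values for named genes with another choice of peak, 10 moved by more than 1 SD, among them rsmA with RsmA and PP_1865 and PP_4318 with RsmE. Where a gene has 1 peak in a library, each choice gives the same value. Only genes with several peaks could move, so this count is no measure of robustness.

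No paired analysis was possible because the peak lists are each made from 1 bound and 1 total RNA library, and a replicate number joins no cultures of different proteins. For lack of a genome and annotation of KT2440, the GGA motif test, the tests of gene lists, the background of annotated genes for the pairs, the assignment by longest overlap or summit and the share of transcripts were not run. Depth limits the absence of a peak: it does not show that a transcript was unbound.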

Differences from the paper's values

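The counts of target regions and the values of named genes were planned before the data were examined. The comparisons of exclusive targets, of Table 3 and of the authors' entries, the join by locus and the mean cut-off were tests chosen after the result was seen.

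Of 71 values of the paper compared, 1 differs by more than 1.5 times and the spread. The paper's lowest genome coverage of total RNA is 76-fold, and the tag totals give 48.5-fold for RsmE replicate 2. The next lowest library has 76.3-fold. No alternative was set for this value. Of 25 values in Table 4, 23 are within 5% of the values here. At the paper's cut-offs, 273 and 272 RsmA peaks and 414 peaks of RsmE replicate 3 are left here, and the paper's Table 2 gives 266, 244 and 402. The other libraries have the paper's numbers. Of the RsmA targets, 32.5% are exclusive here and around 40% in the paper, which the 1.5-fold rule does not count as a difference. For RsmE the share is 41.6% here and around 40% in the paper. The peak lists are those of the authors, so values such as the peak totals repeat theirs.

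The paper states that relA and lapA are absent from the RNA bound by the proteins other than RsmA and RsmE, respectively. At the place of the RsmA peak named for PP_1655 and relA, all RsmE libraries (fold enrichment 2.82 to 3.84) and both RsmI libraries (3.39 and 3.22) have called peaks below the PV cut-offs, and the lists do not show which gene these lie in. At the place of the RsmE peak named for lapA and PP_5431, RsmI replicate 1 has a peak over the RsmI cut-offs (2.78). For wbpV, the other libraries have no peak, as the paper states.

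The paper describes only some exclusive targets as having peaks below the cut-offs with other proteins. Here 174 of 228 exclusive regions have a called peak of another protein, 146 of them in every library of one.

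Table 4 gives PP_mr49 as below a cut-off for RsmI, and both RsmI peaks there (3.21 and 2.8) are over the cut-offs. The authors' table names the same peaks PP_4274. Table 3 lists gcdH, dps and PP_3156 among the targets of all proteins. For dps and PP_3156, 1 of 2 RsmA libraries is below a cut-off here (fold enrichment 2.13 and 2.14). For gcdH every library has a peak over the cut-offs, but the RsmI peaks (2.85 and 4.26) do not overlap, so no RsmI region was counted. Of the 81 regions shared here, 7 hold no locus of Table 3. They are those of PP_1200, PP_1657 to PP_1661, PP_1686, PP_3287, PP_5620, PP_3837 and PP_3972, with the loci named beside them. The join of the authors' entries by locus, chosen after seeing the values, gives 75 groups of loci shared by all proteins.

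The paper states that targets below a cut-off in one replicate were discarded. In the authors' table, 20 of 245 RsmA entries have a library below a cut-off, and none of the RsmE and RsmI entries. The cut-off on the mean fold enrichment, chosen after seeing the values, gives 250 regions for RsmA.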

Other observations

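The lists below were chosen before the data were examined, and their counts were not tested for lack of an annotation. Some lists hold genes that the paper names as targets, and neighbouring genes in 1 peak are each counted. The counts are thus neither independent of the paper nor numbers of peaks. Of 70 loci of the flagella and chemotaxis cluster, 11 are named as targets, 7 with RsmE, 7 with RsmI and none with RsmA. Within RsmE, the strongest target was that of PP_4363 and PP_4364, at a mean fold enrichment of 6.04 ± 0.91 (SD, n = 3), followed by that of PP_4384, PP_4385 and PP_4386 (5.74 ± 0.85, SD, n = 3). With RsmI, PP_4335 had 3.99 and 3.56 in the 2 libraries. In the wsp cluster, 3 of 7 loci are named. The target with wspE (PP_1492), a kinase of the c-di-GMP system, had 4.11 and 4.24 with RsmA, 7.55 ± 1.27 (SD, n = 3) with RsmE and 4.78 and 4 with RsmI, and the highest RsmE peaks of different libraries lie at different positions within it.

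Of 8 genes of the Gac/Rsm cascade, 6 are named, 5 with RsmA, 5 with RsmE and 3 with RsmI. Among them uvrY (PP_4099), a response regulator, was a target of all proteins, at 2.6 and 2.52 with RsmA, 5.92 ± 0.49 (SD, n = 3) with RsmE and 3.57 and 3.26 with RsmI. In the Pea operon 6 of 11 loci are named, in the cellulose operon 1 of 10, among the Lap adhesins 1 of 6, in the K1 type VI secretion cluster 9 of 20 and among the genes for basic amino acids 10 of 15. In the Peb operon (8 loci) and the alginate operon (12 loci) none is named.

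The argG transcript (PP_1088), which the paper tests with a lacZ fusion, had a fold enrichment of 2.43 and 2.15 with RsmA. At the same place the RsmE libraries had 3.88, 4.09 and 5.09, with replicate 1 below the cut-off, and the RsmI libraries had no peak.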
